# Identification of Spinal Cord MicroRNA and Gene Signatures in a Model of Chronic Stress-Induced Visceral Hyperalgesia in Rat

**DOI:** 10.1371/journal.pone.0130938

**Published:** 2015-07-29

**Authors:** Sylvie Bradesi, Iordanes Karagiannides, Kyriaki Bakirtzi, Swapna Mahurkar Joshi, Georgios Koukos, Dimitrios Iliopoulos, Charalabos Pothoulakis, Emeran A. Mayer

## Abstract

**Introduction:**

Animal studies have shown that stress could induce epigenetic and transcriptomic alterations essential in determining the balance between adaptive or maladaptive responses to stress. We tested the hypothesis that chronic stress in rats deregulates coding and non-coding gene expression in the spinal cord, which may underline neuroinflammation and nociceptive changes previously observed in this model.

**Methods:**

Male Wistar rats were exposed to daily stress or handled, for 10 days. At day 11, lumbar spinal segments were collected and processed for mRNA/miRNA isolation followed by expression profiling using Agilent SurePrint Rat Exon and Rat miRNA Microarray platforms. Differentially expressed gene lists were generated using the dChip program. Microarrays were analyzed using the Ingenuity Pathways Analysis (IPA) tool from Ingenuity Systems. Multiple methods were used for the analysis of miRNA-mRNA functional modules. Quantitative real time RT-PCR for Interleukin 6 signal transducer (gp130), the Signal Transducer And Activator Of Transcription 3 (STAT3), glial fibrillary acidic protein and mir-17-5p were performed to confirm levels of expression.

**Results:**

Gene network analysis revealed that stress deregulated different inflammatory (IL-6, JAK/STAT, TNF) and metabolic (PI3K/AKT) signaling pathways. MicroRNA array analysis revealed a signature of 39 deregulated microRNAs in stressed rats. MicroRNA-gene network analysis showed that microRNAs are regulators of two gene networks relevant to inflammatory processes. Specifically, our analysis of miRNA-mRNA functional modules identified miR-17-5p as an important regulator in our model. We verified miR-17-5p increased expression in stress using qPCR and in situ hybridization. In addition, we observed changes in the expression of gp130 and STAT3 (involved in intracellular signaling cascades in response to gp130 activation), both predicted targets for miR-17-5p. A modulatory role of spinal mir17-5p in the modulation of visceral sensitivity was confirmed in vivo.

**Conclusion:**

Using an integrative high throughput approach, our findings suggest a link between miR-17-5p increased expression and gp130/STAT3 activation providing new insight into the possible mechanisms mediating the effect of chronic stress on neuroinflammation in the spinal cord.

## Introduction

Sustained engagement of the stress system can lead to maladaptive responses, including the development and maintenance of chronic pain [1]. The responsiveness and recovery of the stress system is influenced by individual differences in genetic background supported by evidence of gene polymorphisms associated with vulnerability to stressors [2]. Epigenetic modulation, such as biochemical modifications of genomic DNA via methylation, histone modification, chromatin remodeling or small non-coding RNAs (microRNA, miRNA) [3] also constitutes another component of regulation of stress responsiveness [4]. Recent studies suggested that stress may affect the transcription, processing and turnover of microRNAs as well as the activities of microRNA-protein complexes, which in turn can alter the expression of mRNA targets [5]. The relative position of a specific microRNA within a gene circuit, and its modulation by environmental factors, may affect feedback loops shaping a new gene expression pattern defining cellular fate.

In the recent years, animal studies have pointed to an effect of stress on the neuroinflammatory response in the central nervous system (CNS) supporting stress-induced modulation of CNS microglia immunophenotype [6] and increasing evidence indicates an important role of spinal microglia and astrocytes in the modulation of nociceptive sensitivity in animal models of chronic pain [7–9]. Only few studies have investigated the role of spinal glia activation and neuroinflammation in visceral pain [10–12]. We have previously demonstrated that rats exposed to chronic psychological stress (1 hour daily exposure to water avoidance stress) show increased anxiety behaviors and increased visceromotor response to colorectal distension as an indication of visceral hyperalgesia. Our studies confirmed the role of spinal glia in this effect and observed a modulatory influence of stress on the expression of various spinal molecules involved in nociceptive signaling pathways. Notably, a decreased expression of spinal glial fibrillary acidic protein (GFAP) was observed after stress, associated with changes in the expression of several molecules related to glutamatergic signaling (excitatory amino acid transporter EAAT2 (GLT1), EAAT2 (GLAST), Glutamine synthetase [13] or several pro-inflammatory cytokines including Interleukin-1ß (IL-1ß), IL-6 and Tumor necrosis factor alpha (TNF-alpha).

The current study aimed to test the general hypothesis that chronic stress-induced changes in spinal glia, which underlie visceral hyperalgesia, are associated with changes in miRNA and protein encoding gene expression in a network or several connected sub-networks related to neuroinflammation. We demonstrate that chronic water avoidance stress in rats induces changes in networks of genes and miRNA in the spinal cord. We confirmed stress-induced changes in the expression of several mRNA and miRNAs and established a possible network linking mRNA and miRNA involved in the effect of stress on pain signaling.

## Materials and Methods

### Animals

Adult male Wistar rats (250–275 g; Harlan, Inc.) were maintained on a normal light-dark cycle, and provided with food and water ad libitum. All protocols were approved by the Institutional Animal Care and Use Committee at the VA Greater Los Angeles Healthcare System. All animal experiments were carried out in accordance with the National Institute of Health Guide for the Care and Use of Laboratory Animals (NIH Publications No. 80-23, revised 1978).

### Chronic water avoidance stress

The model of chronic WA stress consists in placing each animal on a small platform (8 × 8 × 10 cm) affixed to the center of a Plexiglas cage (25 × 25 × 45 cm) filled with tepid water (25 degree Celsius) to within 1 cm of the top of the platform for 1 h per session. Animals are not directly exposed to the water and when placed on the platform, avoid the aversive stimulus (water) by remaining on the platform. The rats were placed on the platform and in case they fell, they were immediately removed from the water, dried, and placed again on the platform. The rats learned quickly to avoid the water and never fell more than once or twice and if so, only during the first exposure to the stressor. The model of chronic WA stress (10 days) is a validated model of chronic psychological stress-induced visceral hyperalgesia and has been described in detail previously [14,15].

### Spinal cord dissection, RNA extraction and mRNA and mirRNA arrays

Rats were anesthetized with Isoflurane (Baxter, IL) and quickly decapitated. The spinal cord was collected by hydroextrusion with iced saline, the meninges were removed and lumbar L6S1 spinal segments were dissected immediately. mRNA and miRNA were isolated from spinal tissues using the RNeasy mini kit (QIAGEN). Gene expression and mirRNA profiling were performed at the UCLA Clinical Microarray Core using the Agilent 028279 SurePrint G3 Rat GE 8x60K and Agilent 019159 Rat miRNA Microarray 8x15K platforms, respectively.

### In mir17-5p situ hybridization with co-immunofluorecent staining for GFAP

Rats exposed to stress or control rats were deeply anesthetized and perfused intracardially with 0.9% saline followed by a solution of 4% paraformaldehyde (PFA). The lumbar spinal cord (L6S1) was dissected, post fixed in 4% PFA, cryoprotected in 20% sucrose and embedded in Tissue-Tek O.C.T. on dry ice. 14μM cryostat sections were collected and stored at -80 degree Celsius. Tissue sections were processed as recommended in the Exiqon miRCURY LNA microRNA ISH optimization kit. For hybridization, 0.15nmol/ml of hsa-mir17-5p miRCURY LNA detection probe (88084-15) or positive control mir-124 miRCURY LNA detection probe and negative scramble control probe (90004) were incubated in hybridization buffer at 55 degree Celsius for one hour in an hybridization oven. Slides were then washed in SSC buffer, blocked in blocking buffer before incubation overnight with the alkaline phosphatase-conjugated anti-digoxigenin antibody (1:800, Roche Diagnostics GmbH) at 4 degree Celsius. Slides were then washed and blocked in NGS 10% before incubation overnight with a mouse primary antibody for GFAP (1:1000, Millipore, MAB360). Sections were then rinsed in PBS and incubated for 4 hours at room temperature with Alexa Fluor 488-conjugated secondary antibodies (1:800, Invitrogen A11029). The immunological detection of anti-digoxigenin antibody was performed using either the NBT-BCP detection system or the HNPP Fluorescent detection set (Roche Diagnostics, GmbH) according to manufacturer’s instructions. Sections were rinsed and mounted in Vectashield mounting medium + DAPI (Vector laboratories, H-1200) and observed using an Axio Observer Z1 microscope equipped with the Apotome system (Zeiss, Germany).

### mRNA and miRNA microarrays analysis

#### mRNA microarray analysis

We performed a whole genome transcription profiling of spinal cord samples from control (n = 4) and stressed rats (n = 4). Differentially expressed genes lists were generated using the dChip software program. The resulting expression patterns were analyzed using the Ingenuity Pathway Analysis (IPA) tool from Ingenuity Systems. Given a list of genes, IPA performs a statistical test for enrichment of these genes in its hand-curated canonical pathway database. Each individual IPA signaling pathway includes genes that have been described to interact in the published scientific literature. These tools allow us to determine the top networks, biological functions and canonical signaling pathways represented among the genes that are significantly enriched in tissue from stressed animals.

#### miRNA microarrays analysis

MiRNA-associated gene repression has been shown to be involved in the regulation of almost every single intracellular pathway identified, thus playing a role in the pathogenesis of many disease states. MiRNA microarray analysis was performed using the dChip software program to generate a list of differentially expressed miRNA in control and stressed animals.

### Quantitative real time PCR for genes and miRNA

RNA was isolated from spinal cord tissue using the Trizol method. 1 μg of RNA isolated was reverse-transcribed into cDNA and incubated with dual fluorogenic probes (Applied Biosystems, Foster City, CA). GAPDH was used as endogenous controls and was also detected using dual labeled fluorogenic probe (5’-FAM/3’-MGB probe, Applied Biosystems, Foster City, CA). The miRCURY LNA universal RT microRNA PCR kit using RNU1A1 as endogenous control was used for mir real time RT-PCR. Target mRNA (IL6ST, IkBib and Hmbgb1, STAT3) and mir (mir17-5p) (Applied Biosystems) levels were quantified using a fluorogenic 5'-nuclease PCR assay using a 7500 Fast Real-Time PCR sequence detection system (Applied Biosystems, Foster City, CA).

### Analysis of predicted miRNA targets

Multiple methods were used for the analysis of miRNA-mRNA functional modules. First, we predicted targets of the 39 differential miRNAs using miRWALK [16]. Then, we performed an analysis of the miRNA predicted targets in our 70 genes list using the Ingenuity miRNA target filter. In addition, we used DNA Intelligent Analysis (DIANA) tools to further analyze targets for the mir17-5p. TarBase 6.0 is the largest available manually curated database of experimentally supported miRtargets. The database includes targets derived from specific and high throughput experiments such as microarray and proteomics as well as PCR and western blot. The database is seamlessly interconnected with other DIANA-lab tools, such as DIANA-microT, enabling it to extend each validated interaction with in silico predicted information. Currently, the TarBase 6.0 dataset is freely available for download. DIANA-TarBase 6.0 can be accessed from the following address: /DianaTools/index.php?r=tarbase/index. Next, we performed an analysis of expression data for microRNA function using the DIANA0mirExTra tool. DIANA-mirExTra is an algorithm that can identify microRNA effects to the expression levels of protein-coding transcripts, based on the frequency of six nucleotide long motifs (hexamers) in the 3'UTR sequences of genes. Direct links to further functional analysis of produced results based on DIANA-mirPath are provided for all results. DIANA-mirExTra can be accessed from the following address: http://diana.cslab.ece.ntua.gr/hexamers

### Testing the effect of the mir17-5p inhibitor on stress-induced visceral hyperalgesia

#### Surgical implantation of chronic intrathecal catheter and osmotic mini-pump

Rats were anesthetized with Nembutal (Abbot Laboratories, North Chicago, IL, USA; 50mg/kg, I.P.) and surgically equipped with a chronic intrathecal (I.T.) catheter (8.5 cm polyethylene tubing-5, OD 0.14', ID 0.006', Spectranetics, Colorado Springs, CO, USA), connected to a 4 cm PE10 (polyethylene tubing-10), inserted through the atlanto-occipital membrane of the cisterna magna. Following surgery, rats received S.C. injection of buprenorphine (0.03mg/kg) and were monitored for 3 days and allowed to recuperate for at least 5 days before CRD testing. Wounds were tested for tenderness to ensure complete recovery from surgery prior to testing. Rats exhibiting any sign of neurological or motor impairment, as evidenced by paralysis, abnormal gait, weight loss, or negligent grooming, were excluded from the study and euthanized. For chronic I.T. treatment, the tip of the catheter was connected to an osmotic minipump (Alzet, model 2002, Cupertino, CA) positioned under the skin between the scapulas. Catheters were primed with vehicle/drugs before implantation. After completion of testing, the catheter position was verified in each animal by postmortem examination of the spinal cord.

#### Surgical implantation of electromyographic (EMG) electrodes and assessment of visceromotor response (VMR) to colorectal distension (CRD)

EMG electrodes (Teflon-coated stainless steel wire, Cooner Wire, CA) were stitched into the external oblique musculature, for electromyographic (EMG) recordings as previously described[13]. The visceral stimulus employed was distension of the descending colon and rectum using a well established and validated method[13]. Briefly, under light Isoflurane® anesthesia, a flexible latex balloon (6 cm) was inserted intra-anally (after the distal part of the rectum was gently cleared by massage) such that its end was 1 cm proximal to the anus. Once recovered from anesthesia, animals equipped with the balloon were placed in a Plexiglas cylinder for 30 min before the CRD procedure was initiated. The CRD procedure consisted of two series of phasic CRDs to constant pressures of 10, 20, 40, and 60 mm Hg (20 s duration; 4-min inter-stimulus interval). The VMR to CRD was quantified by measuring EMG activity in the external oblique musculature. EMG activity was recorded 20 s before (baseline), 20 s during, and 20 s after termination of CRD. The EMG activity was rectified, and the increase in the area under the curve [17] of EMG amplitude during CRD over the baseline period before CRD was recorded as the response. In the following, we will use the term EMG referring to the VMR to CRD.

Two groups of stressed rats were used to test the effect of the miRCURY LNA mir17-5p inhibitor probe (Exiqon, Cat #199900, CTGTAAGCACTTTG) or the scramble negative control probe (ACGTCTATACGCCA) on visceral sensitivity in stressed rats. Treatments were delivered via the osmotic minipump and the I.T. catheter at a concentration of 2μg/day, 12 μL/day for the whole duration of the stress procedure and CRD testing.

### Statistical analyses

Initial processing of microarray and miRNA data was performed using dChip IPA [18]. Hierarchical clustering and heatmaps were generated using R package *heatmap*.*plus (* *http*:*//cran*.*us*.*r-project*.*org/* *)*. We performed bicluster analysis to investigate integrated mRNA and miRNA functional modules using miRMAP, as described by Bryan et al [19]. For the qRT-PCR results, statistical significance was tested using an unpaired t-test and significance was achieved when P<0.05. Visceral pain data were analyzed using a two way ANOVA followed by a Bonferroni post test. P values are indicated in the graphs.

## Results

### Identification of gene networks deregulated in stressed rats

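For the mRNA array, RNA of the lumbar L6S1 spinal cord of 4 rats exposed to chronic water avoidance (WA) stress and of 4 control rats was measured on 1 array per rat. Stressed rats spent 1 h per session on a platform surrounded by water on each of 10 days, and tissue was taken on day 11, 24 h after the last session. The arrays were Agilent 1-colour rat gene expression arrays with 58717 spots apart from controls, which carry 30367 different probes. All 8 arrays lay on 1 slide, with the stressed rats in row 1 and the control rats in row 2. The files of the authors hold the signal processed by Agilent Feature Extraction, a fluorescence intensity from which the background of the array was subtracted. No normalization between arrays was found in these values. The paper names dChip for the further steps, and its text does not name the normalization or the test.
Here the log2 signal was scaled to the 75th percentile of each array, spots of the same probe were averaged, and stressed and control rats were compared with limma. P values were adjusted by the Benjamini-Hochberg method over the 23677 probes that were well above background on at least 4 of the 8 arrays, counted over both groups together. Fold changes are given on the log2 scale as stressed minus control. Exact p values are two-sided and come from all 70 ways of choosing 4 of the 8 arrays, which allow no p below 0.0286. Before scaling, the 75th percentile of the signal was 2152 ± 228 (SD, n = 4) in control rats and 1861 ± 88.5 (SD, n = 4) in stressed rats (exact permutation test, p = 0.114). Between 22998 and 24064 probes per array were well above background. The number of arrays limits the precision of every value. In simulated arrays of the same design and number of probes, limma recovered 145 of 200 probes changed by 1 log2 unit at FDR below 0.05. It recovered 0 of 200 changed by 0.5. The simulated probes varied independently and few were changed, so variation shared by many probes was not covered. The recovery on the real arrays may therefore differ.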

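At FDR below 0.1, limma called 885 of the 23677 probes between stressed and control rats. Of these, 655 probes were higher and 230 were lower in stressed rats, so that 74.0% were higher. The probes carried 571 different gene symbols and, with transcripts that have no symbol, 861 different names. Their median absolute log2 fold change was 0.53. The median of the signed log2 fold changes of all tested probes was 0.06. At an unadjusted p below 0.05, 4810 probes passed, and 5 of the 35 ways of splitting the 8 arrays into 4 and 4, the real one included, gave as many. The signals of the 2 groups did not overlap at 880 of the 885 probes and at 12.1% of all tested probes. With replicate number as a block, 0 probes passed. When each array was given a weight by limma, 11983 probes passed and control replicate 2 had a weight of 0.107. Without control replicate 2, 10038 probes passed. With any one of the other 7 arrays left out, between 0 and 72 passed, and between 3003 and 4398 passed at an unadjusted p below 0.05. After quantile normalization, 1256 probes passed and 48.9% of them were higher in stressed rats.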

The dChip analysis of our mRNA array generated a list of 701 differentially expressed genes between stressed and control animals, by using an FDR at <0.1. The mRNA expression (Z-scores) of the 701 differentially expressed genes (256 unique genes) between stressed and control animals was visualized using heatmap analysis as shown in Fig 1. 

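The Z-scores in the heatmap are those of genes selected for a difference between the groups, so all 23677 tested probes, which were not selected by group, were also clustered. With average linkage on 1 minus the Pearson correlation, control replicate 2 fell in a cluster with the 4 stressed rats, apart from control replicates 1, 3 and 4. The same 5 arrays clustered together under each of the other background, normalization, filter and linkage settings tried. The first principal component held 54.1% of the variance and the second 13.6%. On the first component, control replicate 2 lay at 46.1 and the stressed rats between 8.23 and 34.5, while the other 3 control rats lay between -56.3 and -39.4. Stressed minus control was 50.8 on this component, with an SD of 48.2 in control rats and 12.1 in stressed rats (n = 4 each). The exact permutation test gave p = 0.143. For transcripts with probes at least 300 bases apart, the 5′ minus the 3′ log2 signal was centred over the arrays and its median was taken for each array. This difference was 0.23 in control replicate 2 and between 0.09 and 0.17 in the stressed rats, and between -0.31 and -0.18 in control replicates 1, 3 and 4.

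**Figure D1:**
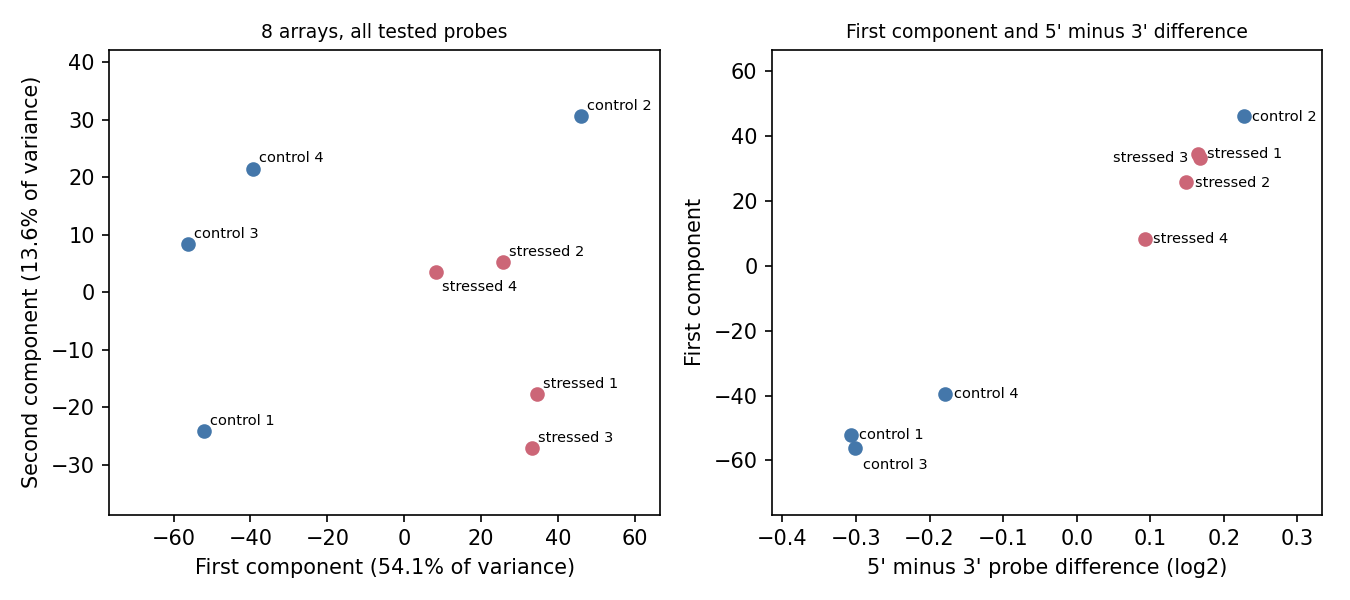
Principal components of the 8 arrays over all tested probes (left) and the first component against the 5′ minus 3′ probe difference in log2 units (right), 1 point per array, with control rats in blue and stressed rats in red. Control replicate 2, at 46.1 on the first component, lies on the side of the stressed rats in both panels.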

Next, we performed gene network analysis by using the IPA software for the genes that were differentially expressed between the stressed and control animals. This analysis revealed 6 statistically significant (score>25) networks. Among these networks, the top network (score 41) included 41 molecules involved in Cellular Function and Maintenance, Inflammatory Response, Cell-To-Cell Signaling and Interaction and Inflammatory Response.

**Fig 1:**
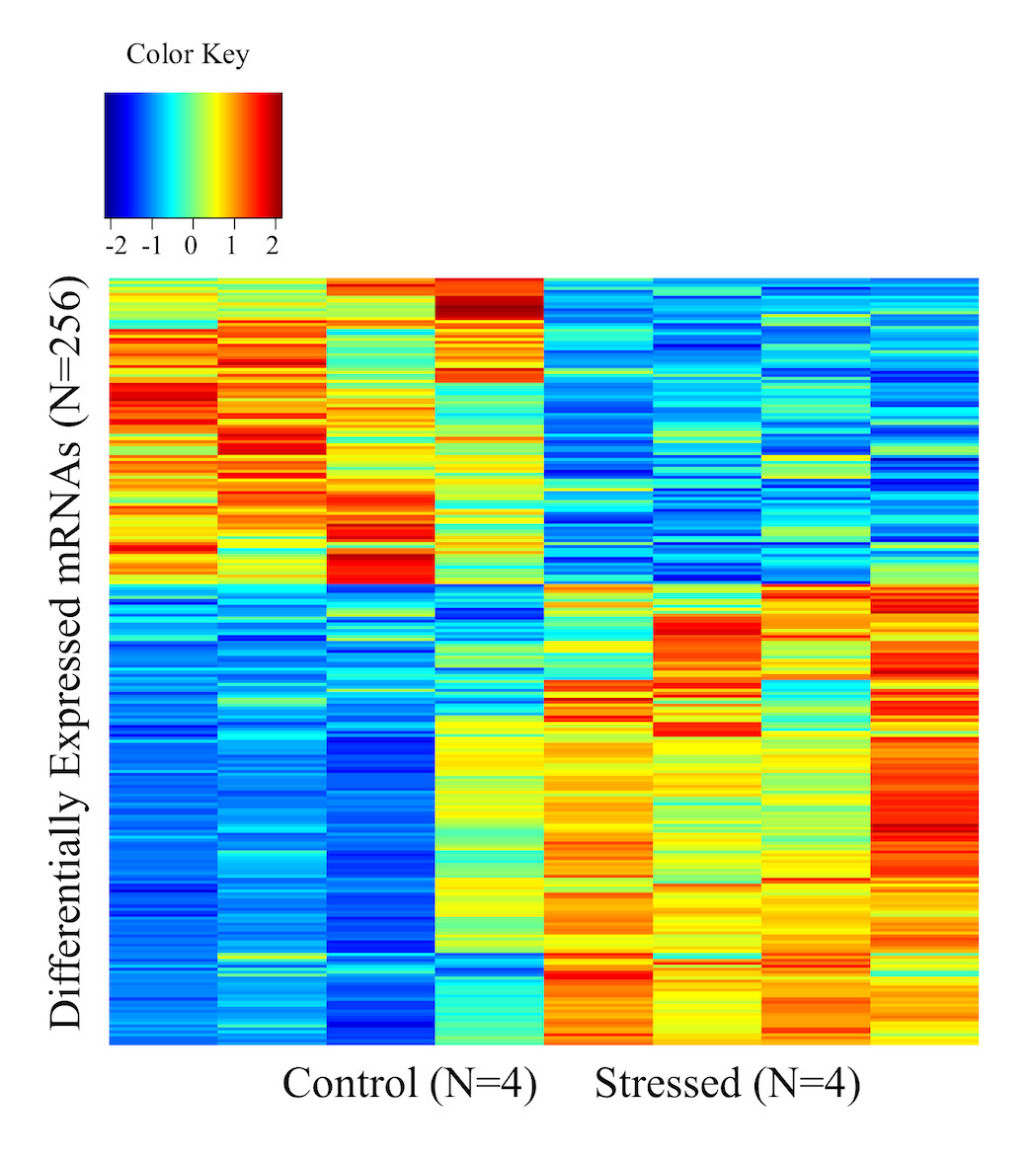
Heatmap showing unsupervised clustering of expression Z-scores of 256 unique genes from the list of 701 differentially expressed mRNAs.

In order to refine our analysis, we strengthened our selection criteria and used a more stringest FDR (FDR<0.05). These stringent criteria generated a list of 70 genes, which were clustered relative to their biological function (Fig 2). 

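At FDR below 0.05, limma called 113 probes with 63 gene symbols. Of these probes, 102 were higher and 11 were lower in stressed rats, and the 2 groups overlapped at none of them. The median absolute log2 fold change was 0.66. The balance of higher and lower probes depended on the setting. It ran from 13 higher and 0 lower without a filter on dim probes to 168 and 144 with the unmoderated test. After quantile normalization it was 135 and 71. With array weights the number of called probes was 9639. With 1 probe per gene symbol limma called 0 of 13393 probes, where 2642 passed at an unadjusted p below 0.05. Without control replicate 2 the count was 7655, and with any other array left out it was 0 or 1, from the same limma fits as at FDR below 0.1.
Among the gene symbols, the largest rise was that of Sept7, with a log2 fold change of 1.78 (standard error 0.25, adjusted p = 0.0417 from limma). Its log2 signal relative to the 75th percentile was 0.88 ± 0.55 (SD, n = 4) in control rats and 2.66 ± 0.10 (SD, n = 4) in stressed rats. Cdh19 was well above background on 0 control and 4 stressed arrays. Its fitted log2 difference of 1.78 (standard error 0.24, adjusted p = 0.0370) is against control arrays at background level and is no bound on the fold. With a normexp background correction its log2 fold change was 0.33 (adjusted p = 0.679). Pdia4 rose by 1.29 (standard error 0.17), Slc35a5 by 1.25 (standard error 0.16) and Rsbn1 by 1.19 (standard error 0.15), with adjusted p values between 0.0370 and 0.0379. With the 5′ minus 3′ difference as a covariate, a setting chosen after seeing the data, the rises of Sept7, Pdia4, Slc35a5 and Rsbn1 were between 0.89 and 1.24. Among the falls, Dbp had a log2 fold change of -0.62 (standard error 0.09, adjusted p = 0.0417), and its other probes gave -0.57 and -0.37. Ksr1 changed by -0.59 (standard error 0.08) and Hsf1 by -0.47 (standard error 0.07). Hdac7 changed by -0.48 (standard error 0.07), while its other tested probes gave -0.19 and 0.11. Med15 changed by -0.44 (standard error 0.07) at one probe and by 0.41 (standard error 0.29, adjusted p = 0.444) at the other. By the rule that chose these 10 genes, the 2 groups do not overlap in any of them.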

Gene network analysis of this new 70-gene signature identified 2 statistically significant networks with scores of 38 and 29, respectively. 

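The 70-gene list was entered into IPA, which adds connecting molecules of its own to the molecules of a list. Table 1 and Table 2 name 55 genes, apart from 13 complexes and groups of molecules. Of these genes, 49 had a probe under that name and 46 had a tested probe. The brightest probe stood for each gene. At FDR below 0.1 over all tested probes, 12 of the 46 genes were called, 9 of them higher and 3 lower in stressed rats. At FDR below 0.05, 3 genes were called, Zfp37, Rsbn1 and Id4, all higher in stressed rats. Zfp37 had a log2 fold change of 0.92 (standard error 0.09, adjusted p = 0.0298 from limma). At an unadjusted p below 0.05, 25 genes passed, and 24 passed FDR 0.05 adjusted over the list alone. None of these counts is independent evidence, since the study chose the list on these samples. Without control replicate 2, 31 genes were called at FDR below 0.1, and with any other array left out, between 0 and 2.
Hmgb1, in the second network, had a log2 fold change of 0.70 (standard error 0.11, adjusted p = 0.0503 from limma). Its signal was 0.17 ± 0.18 (SD, n = 4) in control rats and 0.87 ± 0.13 (SD, n = 4) in stressed rats. Its other probes gave 1.23 (adjusted p = 0.0544) and 0.86 (adjusted p = 0.0774). In 8 of 21 fits its adjusted p was below 0.05, and it passed with a false discovery rate from permuted labels.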

Interestingly, these networks included molecules involved in Cell Death and survival, Gene Expression, RNA damage and repair (Network 1) and Connective Tissue Disorders, Inflammatory Disease, Skeletal and Muscular Disorders (Network 2) as shown in Table 1.

**Fig 2:**
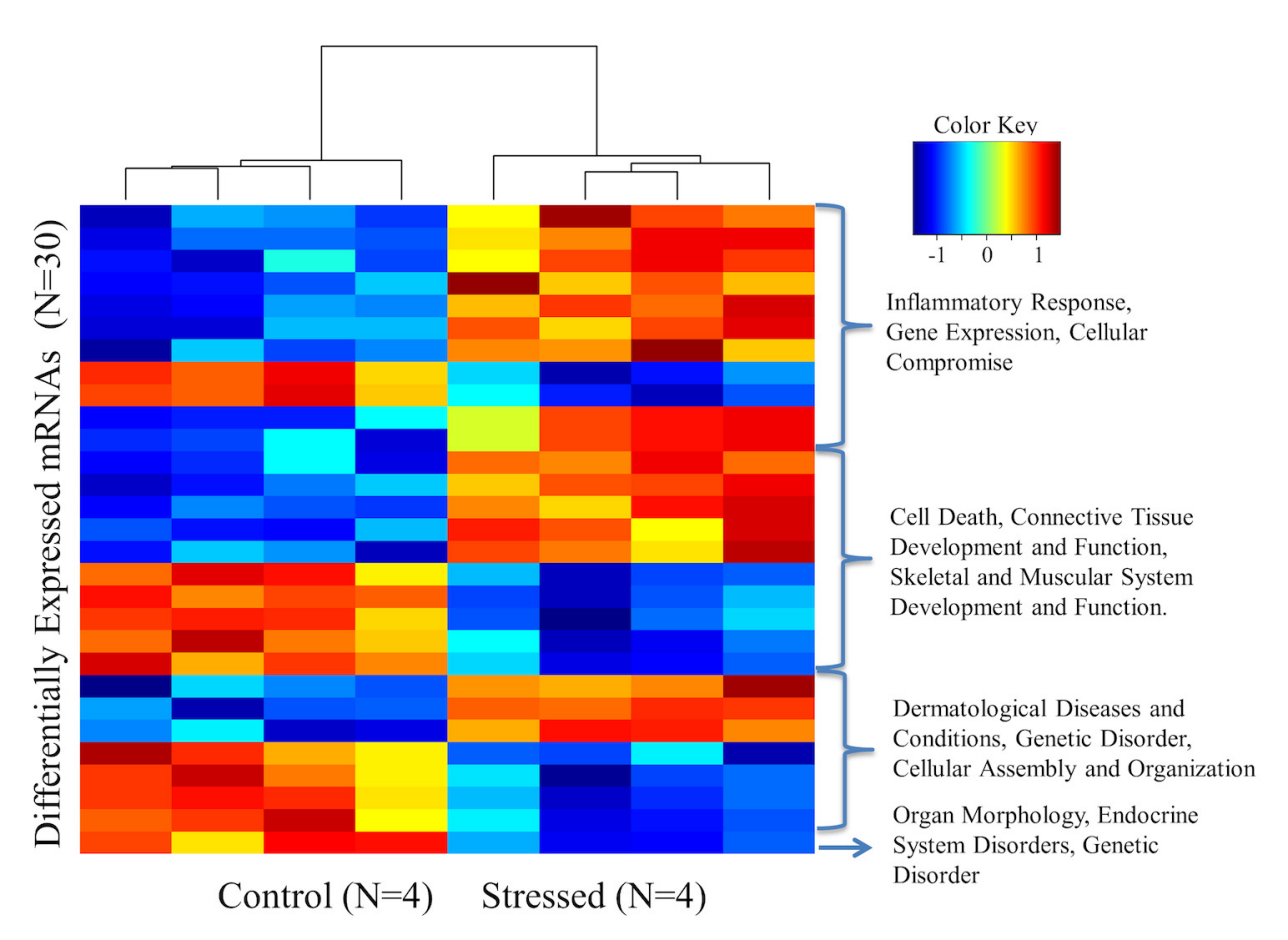
Heatmap of expression Z-scores of 30 unique genes from the 70 differentially regulated gene list.

**Table 1:** Networks of molecules identified from IPA analysis of the 70 genes list.

ID	Molecules in Network	Focus Molecules	Top Functions
1	AGMAT,BMP2,C6orf211,CCDC58,DNAJC21,ELAVL1,FAM49B,GLOD4,GPRC5C,HIC2,HNF4A,HSD17B12,HSDL2,KCNC3,KIAA1551,KNTC1,L2HGDH,LAMA5,MAPK1,MLEC,MRTO4,NBAS,PCNP,PITPNB,PTRH2,RSBN1,RSL24D1,SCFD2,TNN,UBC,VMA21,ZC3H15,ZFP37,ZNF528,ZWILCH	15	Cell Death and Survival, Gene Expression, RNA Damage and Repair
2	Akt,CCR2,CDK4/6,CDKN2B,CLCF1,CMTM8,DHX9,ERK,ERK1/2,GDF15,gelatinase,GMFB,GPRC5C,HAMP,Hmgb1,ID4,IFNL2,IKBKE,IL6ST,Interferon alpha,LGI1,MMP11,NEDD9,Neuropilin,NFkB (complex),OSMR,PDGF-AA,PI3K (complex),PLAC8,PTRH2,SEMA3F,Stat1/3,Tgf beta,Vegf,Ybx1-ps3	12	Connective Tissue Disorders, Inflammatory Disease, Skeletal and Muscular Disorders

In addition to the network analysis, we performed gene ontology (GO) analysis using the IPA software and found that amongst the top canonical pathways were the IL-6 signaling pathway, PI3K/AKT signaling pathway and the acute phase response signaling pathway, all highly relevant to neuro-inflammation. The list of molecules involved in the GO analysis is included in Table 2. IL6ST was found to belong to all 3 of these canonical pathways.

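Il6st was measured by 1 probe, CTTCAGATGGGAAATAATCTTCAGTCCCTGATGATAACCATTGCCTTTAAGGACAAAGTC, which the file places on chromosome 2 of the rn4 assembly from 43834062 to 43834121. The exon or UTR at this place was not analysed here. Its log2 signal relative to the 75th percentile of the array was 0.43 ± 0.15 (SD, n = 4) in control rats and 0.02 ± 0.20 (SD, n = 4) in stressed rats. The log2 fold change was -0.42 (standard error 0.12, adjusted p = 0.144 from limma), and all 4 stressed rats lay below all control rats (exact permutation test, p = 0.0286). In the 21 fits tried, the one described and 20 alternatives, of which 2 were chosen after seeing the data, the fold change lay between -0.58 and -0.34. Array weights gave an adjusted p of 0.0228, in a range from 0.0228 to 0.304. With a false discovery rate from permuted labels, 2013 probes passed 0.05, and Il6st was among them at rank 1729 by p.
Ikbke was measured by the probe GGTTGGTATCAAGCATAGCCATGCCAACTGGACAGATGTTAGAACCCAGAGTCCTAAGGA on chromosome 13 from 44197682 to 44197741. Its signal was -2.24 ± 0.13 (SD, n = 4) in control rats and -2.56 ± 0.17 (SD, n = 4) in stressed rats, a log2 fold change of -0.31 (standard error 0.11, adjusted p = 0.190 from limma). Of the stressed rats, 3 lay below all control rats (exact permutation test, p = 0.0571). With array weights its adjusted p was 0.0445, in a range from 0.0445 to 0.394, and with permuted labels it did not pass 0.05.
Of the other genes in the pathways of Table 2, Gdf15 was well above background on 3 control and 0 stressed arrays and was therefore not tested. Id4 rose by 0.96 (standard error 0.14, adjusted p = 0.0417 from limma) and passed FDR 0.05. Mmp11 changed by -0.52 (standard error 0.10, adjusted p = 0.0656) and Cdkn2b by -0.30 (standard error 0.08, adjusted p = 0.106). Both passed FDR 0.05 with array weights (0.00182 for Mmp11 and 0.00418 for Cdkn2b) and without control replicate 2 (0.00484 and 0.0137). Mmp11 and Cdkn2b also passed with permuted labels. The fits with array weights and without control replicate 2 are alike, since the weight of this array was 0.107. In them, 9639 and 7655 of the 23677 probes passed FDR 0.05, so passing says little about a single gene. With a normexp background correction the log2 fold change was only -0.04 for Mmp11 (adjusted p = 0.951) and -0.05 for Cdkn2b (adjusted p = 0.936). These were the highest adjusted p values of the 2 genes over all fits, so both falls depend on this setting. It also adds an offset of 50 to the signal, which shrinks the fold changes of dim probes. The background correction and the offset were not told apart. The paper states that IL6ST, which it places in all 3 pathways, was a candidate gene of interest, and that its network results show activation of networks with a strong immune component after stress.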

**Table 2:** Canonical pathways generated by the IPA analysis of the 70 genes list.

Ingenuity Canonical Pathways	-log(p-value)	p vallue	Ratio	Molecules
Small Cell Lung Cancer Signaling	2.36E00	0.0044	2.25E-02	IKBKE,CDKN2B
Mouse Embryonic Stem Cell Pluripotency	2.11E00	0.00774	2.02E-02	IL6ST,ID4
IL-6 Signaling	1.94E00	0.0114	1.61E-02	IL6ST,IKBKE
PI3K/AKT Signaling	1.9E00	0.0127	1.39E-02	GDF15,IKBKE
Acute Phase Response Signaling	1.64E00	0.0231	1.11E-02	IL6ST,IKBKE
Role of JAK family kinases in IL-6-type Cytokine Signaling	1.46E00	0.0344	3.7E-02	IL6ST
TNFR2 Signaling	1.41E00	0.0385	3.03E-02	IKBKE
4-1BB Signaling in T Lymphocytes	1.37E00	0.042	2.78E-02	IKBKE
Colorectal Cancer Metastasis Signaling	1.35E00	0.0447	7.63E-03	IL6ST,MMP11
TWEAK Signaling	1.34E00	0.052	2.63E-02	IKBKE
Oncostatin M Signaling	1.33E00	0.065	2.86E-02	IL6ST
IL-17A Signaling in Fibroblasts	1.32E00	0.079	2.5E-02	IKBKE
April Mediated Signaling	1.28E00	0.051	2.33E-02	IKBKE
4-1BB Signaling in T Lymphocytes	1.37E00	0.042	2.78E-02	IKBKE
Colorectal Cancer Metastasis Signaling	1.35E00	0.0447	7.63E-03	IL6ST,MMP11
TWEAK Signaling	1.34E00	0.052	2.63E-02	IKBKE
Oncostatin M Signaling	1.33E00	0.065	2.86E-02	IL6ST

### Identification of a microRNA signature in stressed rats

MicroRNA array analysis revealed that 39 microRNAs are statistically significant (FDR<0.05) deregulated between control and stress groups. We performed unsupervised clustering of expression Z-scores of differentially expressed miRNAs, as shown in Fig 3 and the list of differentially expressed miRNA is shown in Table 3. We performed microRNA network analysis by using the IPA software for the 39 deregulated miRNAs and identified 2 networks (scores of 47 and 25) in which important functions such as inflammatory diseases were identified. The molecules and top functions associated with these networks are listed in Table 4.

**Fig 3:**
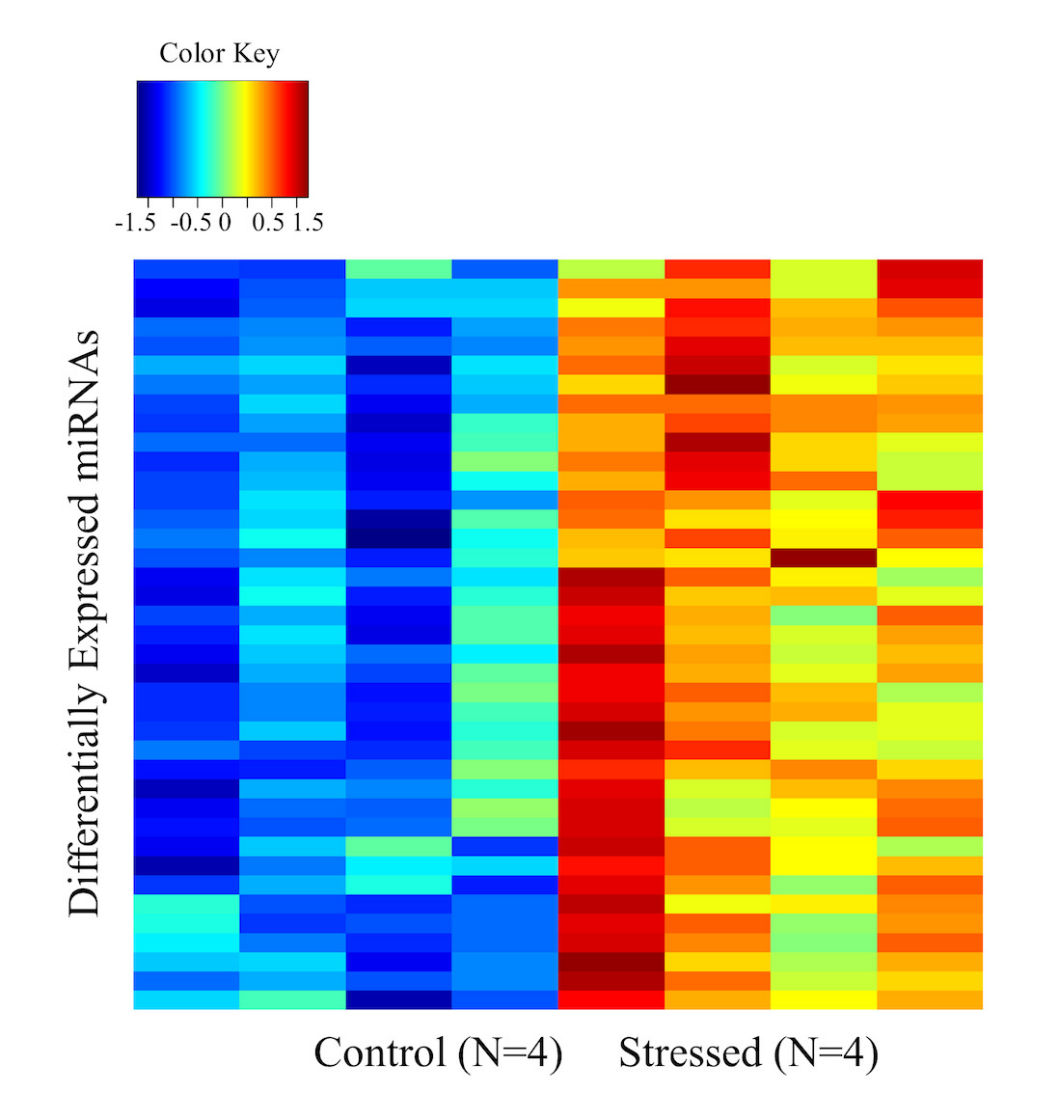
Unsupervised clustering of miRNA expression Z-scores.

**Table 3:** List of 39mirRNA differentially expressed in control and stressed samples.

mmu-miR-677	1.59063919
hsa-miR-516a-5p	1.846808511
rno-miR-219-5p	1.598183824
rno-miR-219-2-3p	1.552373074
mmu-miR-1939	1.312844612
mmu-let-7c-2*	1.699867198
rno-miR-30a	1.68225084
rno-miR-30e	1.63203197
rno-miR-19a	1.628297362
rno-miR-494	1.534276674
rno-miR-15b	1.529882353
mmu-miR-582-3p	1.525028935
hsa-miRPlus-E1038	1.515845807
rno-miR-19b	1.452562327
rno-miR-133a	1.439674083
rno-miR-26b	1.434479419
rno-miR-384-3p	1.431055901
rno-miR-129*	1.413793103
rno-miR-20b-5p	1.410658307
rno-miR-181a	1.402365501
hsa-miR-1264	1.400736335
rno-miR-34a	1.392950761
hsa-miRPlus-F1222	1.390770252
rno-miR-100	1.389264877
rno-miR-23a	1.388569875
hsa-miR-1297	1.385174419
rno-miR-20a	1.378527947
rno-miR-17-5p	1.372731855
rno-let-7b	1.370829659
rno-miR-423	1.362669246
rno-miR-148b-3p	1.338410596
mmu-miR-1274a	1.311891746
rno-miR-186	1.298256538
hsa-miR-1274b	1.287296898
hsa-miR-1280	1.282561405
rno-miR-29c	1.450121246
rno-miR-24	1.301975641
rno-miR-181d	1.289013075
rno-miR-290	1.257022123

**Table 4:** Networks of molecules identified from IPA analysis of the 30 miRNA list.

ID	Molecules in Network	Score	Focus Molecules
1	EIF2C2,hydrogen peroxide,INS,mir-17,mir-19,mir-24,mir-29,mir-30,mir-34,mir-99,mir-133,mir-154,mir-181,mir-186,mir-219,mir-290,miR-148b-3p/miR-148a-3p/miR-152 (includes others),miR-17-5p/miR-20b-5p/miR-93-5p (includes others),miR-181a-5p/miR-181b-5p/miR-181a (includes others),miR-186-5p/miR-186,miR-18b-5p/miR-18a-5p/miR-18a (includes others),miR-19b-3p/miR-19b/miR-19a-3p,miR-219-2-3p,miR-219-5p,miR-24-3p/miR-24,miR-29a-5p/miR-29a*,miR-382-5p/miR-382,miR-409-5p,miR-487b/miR-487b-3p,miR-494/miR-494-3p,miR-539-5p/miR-539,miR-99a-5p/miR-100-5p/miR-99b-5p (includes others),MYLIP,PPARA,STAT3	47	18
2	25-hydroxy-vitamin D3,ARID4B,BNIP2,CCNE2,CCNF,DBF4 (includes EG:10926),DGCR8,DROSHA,EPHB6,estrogen receptor,FSH,Gulo,hCG,let-7,let-7a-3p/let-7f-1-3p/let-7b-3p (includes others),MAP2K1/2,MICA,mir-15,mir-17,mir-23,mir-26,mir-30,mir-181,mir-1297,miR-17-5p/miR-20b-5p/miR-93-5p (includes others),miR-181a-5p/miR-181b-5p/miR-181a (includes others),miR-18b-5p/miR-18a-5p/miR-18a (includes others),miR-20a-3p/miR-20a*,miR-26a-5p/miR-26b-5p,MYLIP,PHF6,PNPT1,TRIB1,Vegf,XPO5	25	11

### Bioinformatics analysis of microRNA downstream effector genes

Using miRWALK, of the >20,000 non-unique targets, we identified 56 unique targets in our differentially expressed gene list (N = 256) which paired, through sequence complementarity, with 8 miRNAs. Bicluster analysis with the 56 genes and 8 miRNAs [19] predicted networks of miRNA and mRNA module involving growth hormone [20], Hepatocyte growth factor (HGF), Invariant polypeptide of major histocompatibility complex (CD74) that is enriched in biological function involving positive regulation of peptidyl-tyrosine phosporylation (GO:0050731), P = 1.43e-0.05.

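Of the molecules named in these modules, only the mRNA arrays were analysed here. Cd74 had a log2 signal of 0.19 ± 0.34 (SD, n = 4) in control rats and -0.81 ± 0.90 (SD, n = 4) in stressed rats. Its log2 fold change was -1.0 (standard error 0.42, adjusted p = 0.240 from limma), and 3 stressed rats lay below all control rats (exact permutation test, p = 0.0571). With each rat left out in turn, the fold change lay between -1.31 and -0.60. Hgf was well above background on 0 of the 8 arrays, and growth hormone (Gh1) on 1 control array and 0 stressed arrays. A difference in these genes was not detectable at this signal.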

The IPA miRNA target filter identified 5 miRNAs targeting 3 genes from our 70 gene list. MiR-148-3p, mir-17-5p, miR-181a-5p, miR-19b-3p and miR-24-3p were predicted to control the expression of the following target genes: Interleukin 6 signal transducer IL6ST (gp130). I kappa b kinase epsilon (IKBKE) and DnaJ (Hsp40) homolog, subfamily C, member 21 (DNAJC21). 

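Dnajc21 was measured by the probe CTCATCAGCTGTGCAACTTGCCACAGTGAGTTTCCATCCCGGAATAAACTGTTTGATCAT, printed in 10 spots, on chromosome 2 of rn4 from 59796799 to 59796858. Its log2 signal relative to the 75th percentile was -1.88 ± 0.43 (SD, n = 4) in control rats and -0.75 ± 0.05 (SD, n = 4) in stressed rats. The log2 fold change was 1.13 (standard error 0.20, adjusted p = 0.0581 from limma), and all stressed rats lay above all control rats (exact permutation test, p = 0.0286). Control replicate 2, at -1.27, was the control rat nearest to the stressed rats. In 8 of the 21 fits the adjusted p was below 0.05, in a range from 0.000599 to 0.207, and Dnajc21 also passed with permuted labels. With the 5′ minus 3′ difference as a covariate, chosen after seeing the data, the log2 fold change was 0.67 (adjusted p = 0.0388).
With each rat left out in turn, the log2 fold change stayed between 1.03 and 1.34 for Dnajc21, between -0.50 and -0.34 for Il6st and between -0.39 and -0.25 for Ikbke. The miRNA arrays were not analysed here.

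**Figure D2:**
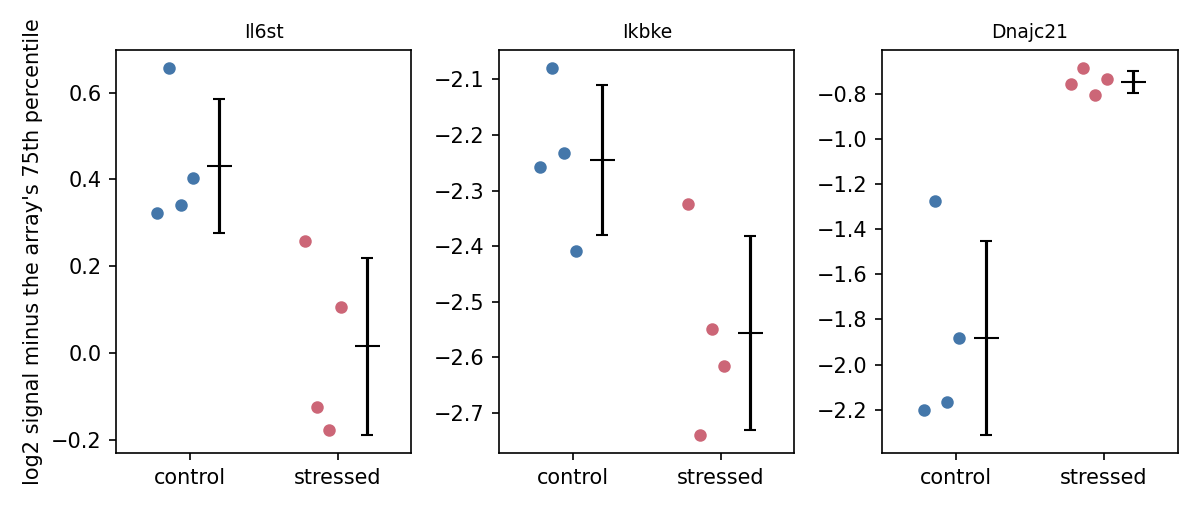
Log2 signal of Il6st, Ikbke and Dnajc21 minus the 75th percentile of the array, 1 point per rat, with the mean ± SD of each group (n = 4) beside the points. Stressed rats have a lower mean than control rats for Il6st and Ikbke and a higher mean for Dnajc21.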

Specific predicted interactions are listed in Table 5.

**Table 5:** List of predicted interactions between miRNA from the 39 list and genes from the 70 genes list, using the Ingenuity miRNA target filter.

Symbol	Fold Change	Confidence	Symbol
miR-148b-3p (and other miRNAs w/seed CAGUGCA)	1.338	High (predicted)	IL6ST
miR-17-5p (and other miRNAs w/seed AAAGUGC)	1.411	High (predicted)	IL6ST
miR-181a-5p (and other miRNAs w/seed ACAUUCA)	1.402	High (predicted)	DNAJC21
miR-19b-3p (and other miRNAs w/seed GUGCAAA)	1.453	High (predicted)	IL6ST
miR-24-3p (and other miRNAs w/seed GGCUCAG)	1.302	Moderate (predicted)	IKBKE

In addition, we used DNA Intelligent Analysis (DIANA) tools to further analyze targets for the miR17-5p. Mapk14 and Stat3 were identified as targets with prediction scores of 0.727 and 0.901 and verified by 5 and 4 methods, respectively. Next, we performed an analysis of expression data for microRNA function using the DIANA0mirExTra tool. Il6ST (gp130) was identified by the DIANA-microT target prediction tool as a gene target for mir17-5p.

### Molecular validation of the miRNA predicted gene targets

To confirm changes in mRNA and miRNA expression level observed from our arrays, q-RT-PCR was performed in duplicates from the same RNA samples used for microarray and additional samples from the same experiment. Q-RT-PCR was performed on selected genes and miRNA that were identified in networks and pathways of interest described above. We measured the expression of the Interleukin 6 signal transducer gp130 (IL-6ST), I kappa b kinase epsilon (IKBKE), GFAP, high mobility group box 1 (Hmbg1), signal transducer and activator of transcription 3 (acute-phase response factor (STAT3) and mir17-5p, 148-3p and 19b-3p. We observed a significant increase in IL6ST (gp130) in samples from stressed rats compared to controls (Fig 4). STAT3 and GFAP expression were significantly decreased in stressed rats compared to controls (Fig 4). While there was a trend for an increased expression of IKBKE and Hmbg1 in stressed rats compared to control, the changes were not significant (Fig 4). We also found a significant increase in the expression of mir17-5p in stressed rats compared to controls. In contrast, there was no change in the expression of mir148-3p or mir19b-3p (Fig 5).

**Fig 4:**
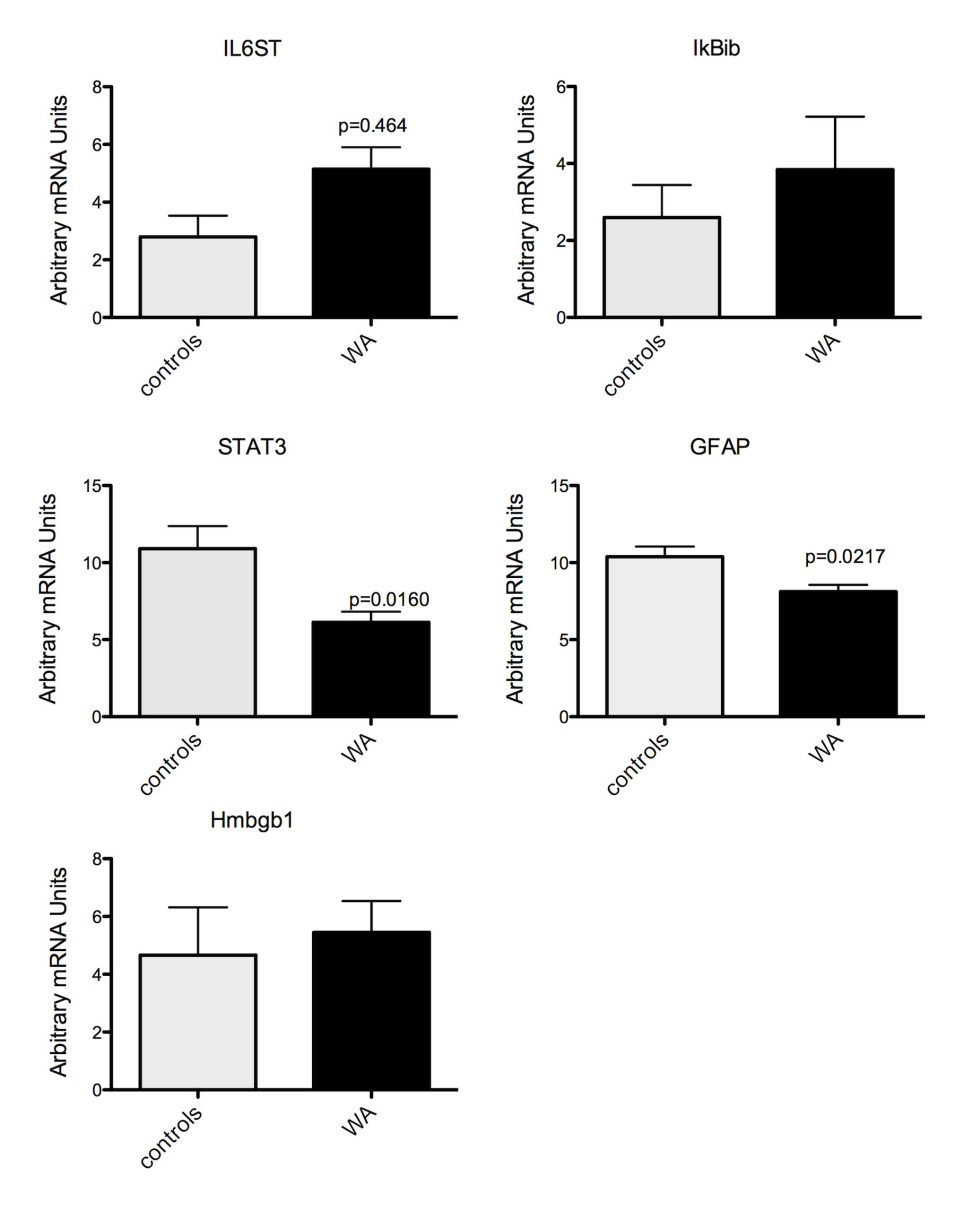
Real Time RT-PCR verification of selected gene expression after chronic WA stress. **IL6ST was significantly up-regulated in stress samples compared to controls while both STAT3 and GFAP were significantly reduced.** P<0.5, n = 4 in each group.

**Fig 5:**
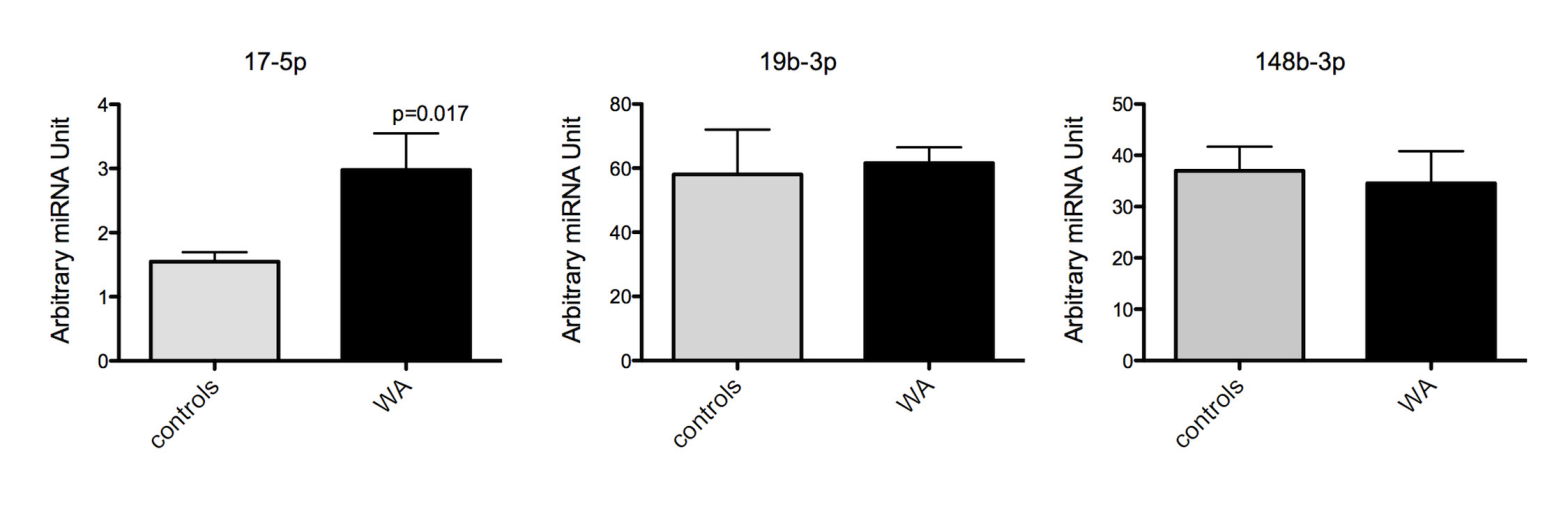
Real Time RT-PCR verification of selected miRNA expression after chronic WA stress. Mir17-5p was significantly up-regulated in samples from stressed rats compared to controls. P<0.5, n = 4 in each group.

### In mir17-5p situ hybridization with co-immunofluorecent staining for GFAP

The expression and localization of mir17-5p in the spinal cord was evaluated using in situ hybridization for mir17-5p. Sections stained with the NBT-BCP detection system showed high mir17-5p expression in the dorsal horn of the spinal cord from stressed rats (Fig 6). When using the HNPP Fluorescent detection set for fluorescent detection of mir17-5p combined with immunofluorecent labeling for GFAP for astrocytes, staining for mir17-5p was verified in sections from stressed animals and while the expression was observed throughout the spinal cord, mir17-5p was also clearly expressed in the superficial laminae of the dorsal horn spinal cord where nociceptive fibers from the gut are distributed. The co-immunostaining with GFAP revealed co-localization of mir17-5p with astrocytes, but also in the peri-nuclear region of other cells as shown by mir17-5p staining in DAPI positive cells (Fig 7A and 7B). As expected, sections treated with the scramble negative control probe showed no specific staining (Fig 7C)

**Fig 6:**
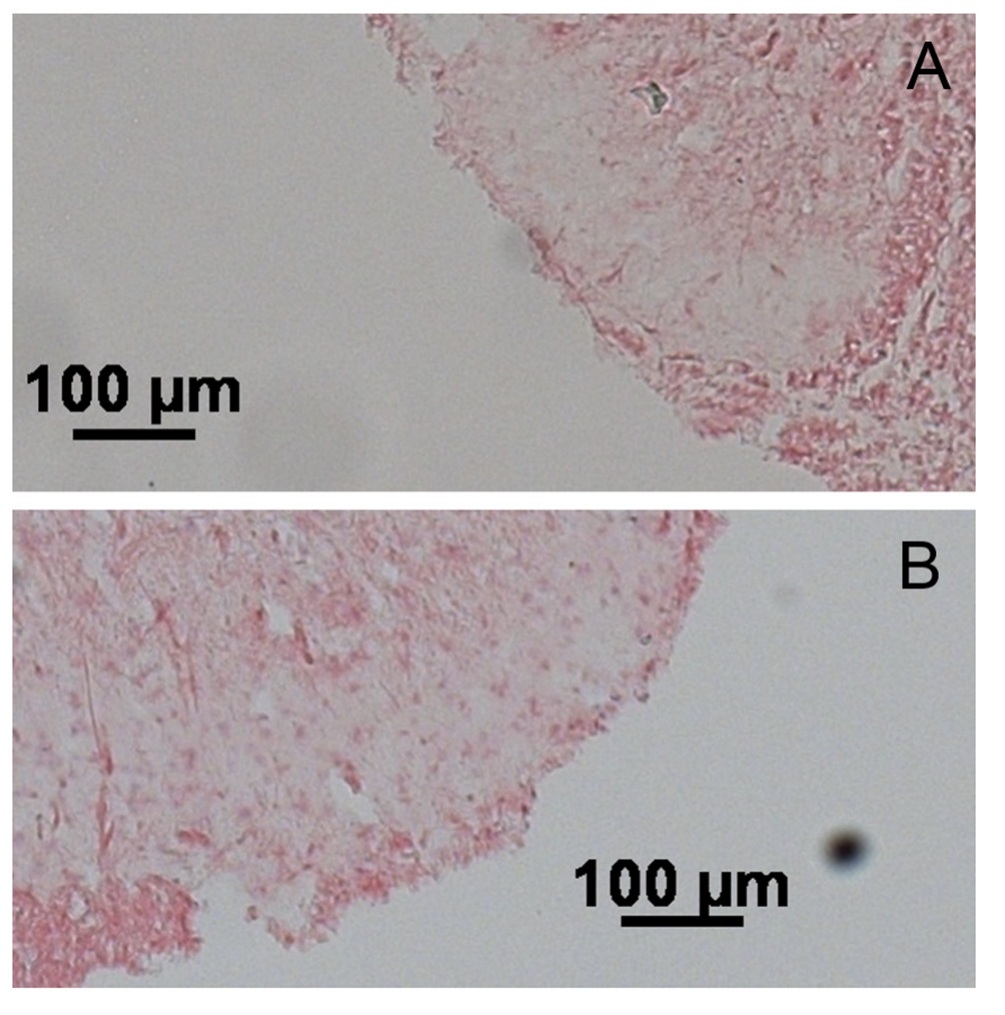
Representative images of mir-17-5p In situ hybridization in the dorsal horn of the spinal cord using the NBT-BCP detection system. A) Spinal cord isolated from control rats. B) Spinal cord isolated from stressed rats. Increased mir-17-5p staining is observed in the dorsal horn. Scale bar is 100mM.

**Fig 7:**
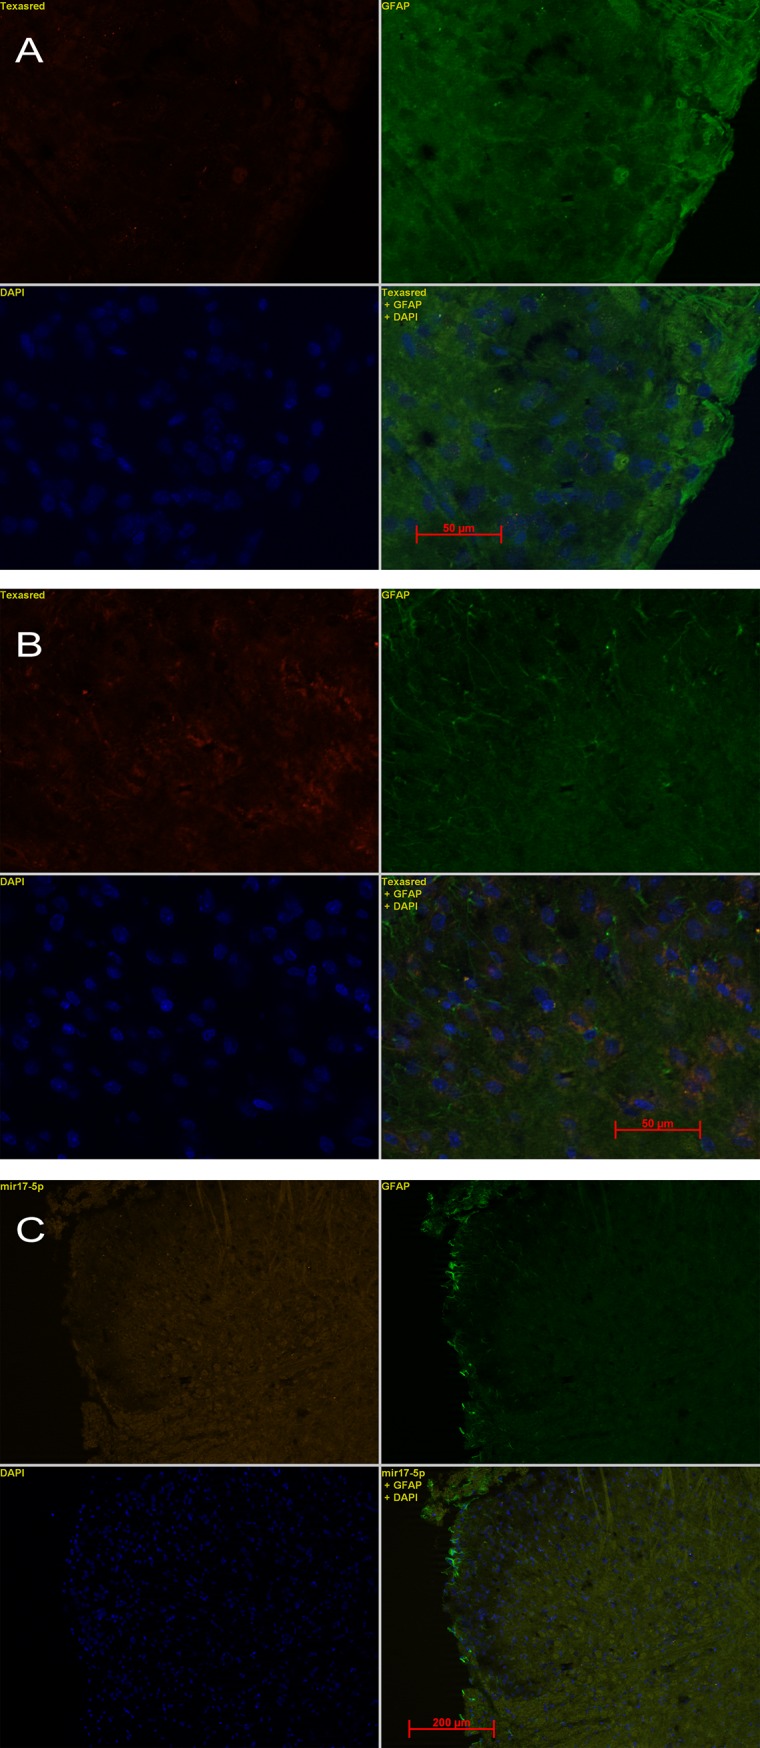
Expression of mi17-5p in the spinal cord assessed by in situ hybridization with co-immunofluorescence staining for astrocytes (GFAP) and DAPI. A) In situ hybridization of mir17-5p (red) with co-immunostaining for GFAP (green) and DAPI (blue) in the dorsal horn of the spinal cord from control rats. B) In situ hybridization of mir17-5p (red) with co-immunostaining for GFAP (green) and DAPI (blue) in the dorsal horn of the spinal cord from stressed rats. Arrows indicate evidence of mir-17-5p staining in peri-nuclear space colocalizing with astrocytes. Scale car = 50mM. C) In situ hybridization with scramble negative control probe with co-immunofluorescence staining for astrocytes (GFAP) in the dorsal horn of the spinal cord from a stressed rat. Scale bar = 200 mM.

### Effect of the miRCURY LNA mir17-5p inhibitor on stress-induced visceral hyperalgesia

Stressed rats treated with the scramble negative control probe showed significant increase of VMR to CRD at day 11 compared with baseline at 60 mmHg. These results are consistent with our previous report that chronic WA induces visceral hyperalgesia[13]. Interestingly, rats exposed to WA stress and receiving the treatment with the miRCURY LNA mir17-5p inhibitor probe exhibited exacerbated increase of the VMR to CRD compared with the scramble control (Fig 8).

**Fig 8:**
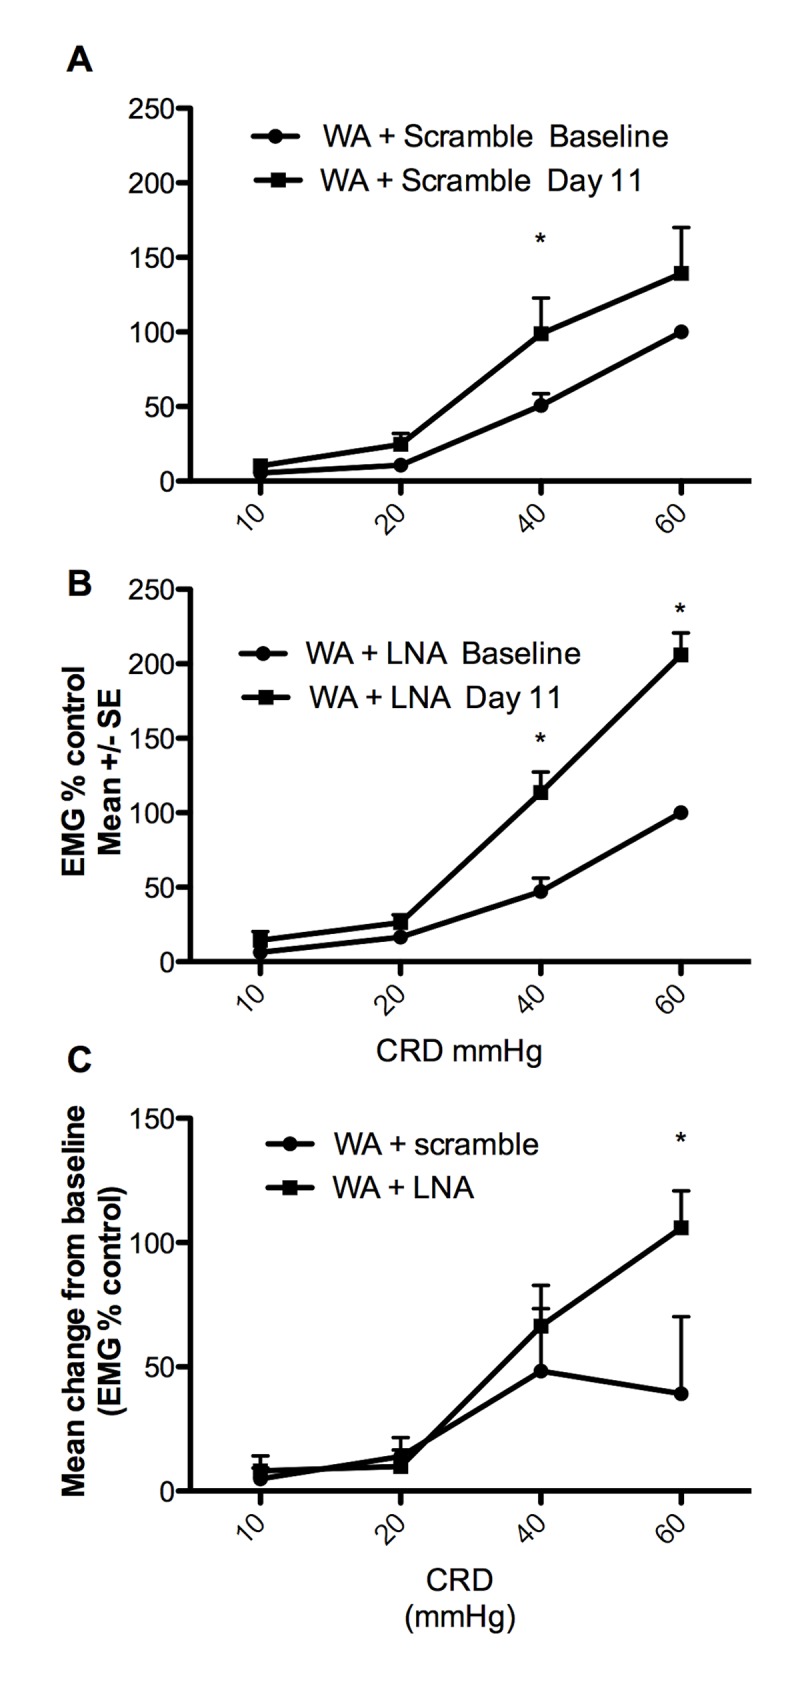
Effect of the miRCURY LNA mir17-5p inhibitor or scramble control on stress-induced visceral hyperalgesia. A) EMG response to graded CRD at baseline and 24 hours following the 10^th^ stress session showed overall increase of the EMG response to CRD with significant increased at 40 mmHg consistent with stress-induced visceral hyperalgesia n = 8 *P<0.05 two-way ANOVA followed by Bonferroni post test. B) Stressed rats treated with the LNAmir17-5p inhibitor exhibit increased EMG response to CRD at day 11 compared with baseline indicating visceral hyperalgesia n = 6, *P<0.05 two-way ANOVA followed by Bonferroni post test. C) The mean change from baseline was significantly higher in stressed rats treated with the LNAmir17-5p inhibitor (n = 6) compared with stressed rats treated with the control scramble (n = 8) indicating an exacerbation of visceral sensitivity *P<0.05 two-way ANOVA followed by Bonferroni post test.

## Discussion

The current study demonstrates that chronic water avoidance stress in rats, which we have previously characterized as a model of visceral hypersensitivity and anxiety[14], induces changes in the expression of a network of spinal genes and miRNAs involved in neuroinflammation. Our findings, suggests an effect of stress on a signaling pathway involving mir17-5p upregulation and changes in gene expression of IL6ST and STAT3 (known to affect the astrocytic GFAP gene transcription). These results support our previous findings showing that this stress model is characterized by strong phenotypic changes in spinal glia, in particular astrocytes, which we previously found play an important role in the sensitization of the visceral nociceptive pathways[15].

### Chronic WA stress causes changes in mRNA expression in the lumbar spinal cord

In the present study, gene network and gene ontology analyses, in the genes differentially expressed after stress, revealed two networks related to inflammatory diseases as well as canonical pathways related to IL-6, PI3K/AKT and acute phase response signaling. IL6ST was a candidate gene of interest overlapping in all 3 pathways. These results showing activation of networks with a strong immune component after stress, are consistent with our previous results showing changes in key pro-inflammatory mediators in the circulation and in the spinal cord after chronic water avoidance stress such as an increase in the level of cytokines IL-6 and IL-1ß in the spinal cord early in the course of the 10 days WA stress[15]. Similar observations of increased IL-6 expression in the CNS and at the periphery in response to stress have been reported in both rodents and humans [21,22].

IL6ST, also known as gp130, is an essential component of signal transduction for the family of IL-6-type cytokines including IL-6, IL-11, IL-27, Leukemia inhibitory factor (LIF), oncostatin M (OSM), ciliary neurotrophic factor (CNTF), B cell stimulating factor (BSF)3 and cardiotrophin (CT)1[23]. Upon ligand binding, gp130 dimerization induces intracellular signaling cascades that involve Janus kinases (JAKS), Signal Transducer and Activator of Transcription (STATs) and the tyrosine phosphatase SHP2/Akt, all involved in the regulation of various cellular processes such as proliferation, differentiation and gene activation[24]. STAT1/3 dimers formed after phosphorylation by JAKS are known to translocate to the nucleus where they can modulate the transcriptional activation of more that a 1000 target genes as shown in cultured astrocytes[25]. In a recent study, an important role of the JAKS and STAT3 signaling pathways has been demonstrated in the proliferation of astrocytes in the dorsal horn of the spinal cord in a model of peripheral nerve injury in rats [9]. Though, the exact mechanisms underlying this effect remain unknown, STAT3-mediated regulation of the transcriptional activation of astrocytic genes encoding for cell cycle proteins has been proposed to play a significant role. Interestingly, STAT3 associated with other transcription factors may be involved in the transcriptional activation of GFAP in astrocytes [9]. In our model, we were able to verify using qRT-PCR, a significant increased in IL-6ST expression (gp130) in spinal samples from stressed rats compared to controls while STAT3 and GFAP expression was significantly decreased in stressed rats compared to controls. These results suggest a possible down-regulation of the STAT3 pathways leading to decreased transcription of GFAP. While these results are in line with our previous findings showing a decrease of spinal GFAP protein expression after stress, the inverse relationship between IL6ST and STAT3 observed in terms of gene expression is surprising as a positive activation of JAK/STAT3 signaling has been described in other studies [26]. However, It is possible that the changes observed are the results of a combination of factors such as changes in JAKS activity and STAT3 phosphorylation leading a negative modulation of downstream genes such as GFAP. Changes in SOCS3 (Suppressor of Cytokines Signaling) may also account for a negative regulation of the JAK/STAT3 pathway despite increased expression of IL6ST. SOCS3 is part of a family of STAT-induced STAT inhibitors (SSI), which are cytokine-inducible negative regulators of cytokine signaling, which can act as an anti-inflammatory signal [20] or in our study as an inhibitor of STAT3-induced regulation of GFAP expression. This hypothesis has not been tested in our model. In addition to its role in the regulation of inflammation, gp130 has been involved in the transduction signals of pathological pain as in experimental arthritis [27]. An essential role of gp130 in sensory neurons in the maintenance of experimentally-induced mechanical hypersensitivity has been recently demonstrated [28]. The precise implication of the CNS gp130/STAT3 pathways in visceral nociception signaling has not been investigated.

### Chronic WA stress causes change in micro-RNA expression in the lumbar spinal cord

Emerging interest in the role of microRNA in mediating stress responses has prompted a new field of investigation looking at the impact of stress on the biogenesis of miRNAs, the expression of their mRNA targets and the activities of miRNA-protein complexes [reviewed in [5]]. In our model, we identified 39 miRNAs affected by stress, as part of 2 main networks both including inflammatory diseases as top functions. Based on the knowledge that miRNAs and their target genes are connected in networks, we performed an analysis of the miRNA predicted target genes looking for miRNA and target genes in overlapping networks in our miRNA and gene lists. Amongst the 5 miRNAs (miR148-3p, miR17-5p, miR181a-5p, miR19b-3p and miR24-3p) targeting multiple genes from our 70 genes list, mir17-5p, which is increased with stress was confirmed by qRT-PCR. Our initial bicluster analysis confirmed the 17-5p as a key player and highlights the potential role of this specific miRNA in glial modulation in the spinal cord in our stress model. In situ hybridization confirmed high expression of mir17-5p with stress in the dorsal horn of the spinal cord and the partial co-localization of mir17-5p with GFAP (labeling astrocytes) supports a potential modulatory role of mir17-5p on glial activity and neuro-immunomodulation. CD74 is a membrane protein that acts as a chaperone for major histocompatibility complex (MHC) class 2 molecules but also as a receptor-binding site for the macrophage migration inhibitory factor (MIF) which bears great influence on the CNS cellular and molecular inflammatory status[29]. mir17-5p was of particular interest as its mRNA targets identified via the Ingenuity miRNA target filter, include IL6ST and STAT3. However, while the general knowledge on miRNA suggest a down-regulation of target genes, we observed an increase in IL6ST and a decrease in STAT3, both measured by qRT-PCR. Several possible mechanisms may be at play and account for these results. For example, miRNA-mediated repression of gene expression depends on multiple factors such as the relative concentration of miRNAs and mRNA targets or the number of mRNAs targeted by the same miRNA. The repressive activity of miRNA can also be affected by RNA-binding proteins or miRNA-protein complexes binding to mRNA. [30]. It is difficult to assess the mechanisms involved in IL6ST up-regulation in our study. However, our analysis highlights the effect of stress on the IL6ST/STAT3 signaling pathway in the spinal cord, which has been previously involved in pain and inflammatory diseases as well as spinal astrocytes activity. The expression of mir17-5p in the dorsal horn of the spinal cord where convergence of nociceptive signals from the gut occurs, supports our hypothesis that stress-induced alteration in the network connecting mir17-5p and the IL6ST/STAT3 system may be involved in the modulation of visceral sensitivity. This was confirmed by our results showing that treatment with a miRCURY LNA mir17-5p inhibitor during stress was able to modulate visceral hypersensitivity compared with a control scramble treatment. However, although the exacerbation of the visceral sensitivity after treatment with the mir17-5p inhibitor was unexpected, it does not invalidate our hypothesis but illustrates the complexity of the system as miRNAs may affect the expression of multiple targets with opposing effects on nociceptive signaling which will be evaluated in further profiling studies.

While our study provides novel insight on the modulatory effect of chronic stress on a network of genes and miRNA involved in inflammatory pathways related to IL6/gp130/STAT3/GFAP, there are limitations. Our samples were whole spinal cord segments, and while we showed mir17-5p expression co-localization with astrocytes in the dorsal horn of the spinal cord in stressed animals, we were unable to assess cellular specificity for our complete gene/miRNA expression data set. The specific role of astrocytes in the effect of stress on the JAK/STAT3 pathways (as suggested by prior studies showing JAK/STAT3 regulating spinal astrocytes proliferation and neuropathic pain in rats) is of great interest and further studies requiring transgenic animals are necessary to perform similar gene and miRNA arrays in isolated neuronal or glial cells from the spinal cord of adult stressed rats. In future studies, transfection of neuronal or glial cells with specific miRNA shown to change with stress may help characterizing specific mirRNA-gene signaling circuitry potentially affected by stress at the cellular level. Finally, it is important to consider that while several publications have documented the effect of stress in rodents on genes and miRNAs expression in various tissues[31], there are no comparative studies assessing genomic and epigenetic changes across various stress models. The knowledge that specific signaling systems are consistently affected by stress would provide an important basis to better define the pathophysiological consequences of stress and characterization of therapeutic targets.

In conclusion, we demonstrated, using a high throughput method, that chronic stress affects several gene-miRNA networks involved in inflammatory pathways relevant to pain signaling in the spinal. Our findings, suggesting a link between mir17-5p upregulation and changes in gene expression of IL6ST and STAT3 (known to affect GFAP gene transcription, as summarized in Fig 9), provide new insight into the possible mechanisms mediating the effect of chronic stress on neuro-inflammation in the spinal cord.

**Fig 9:**
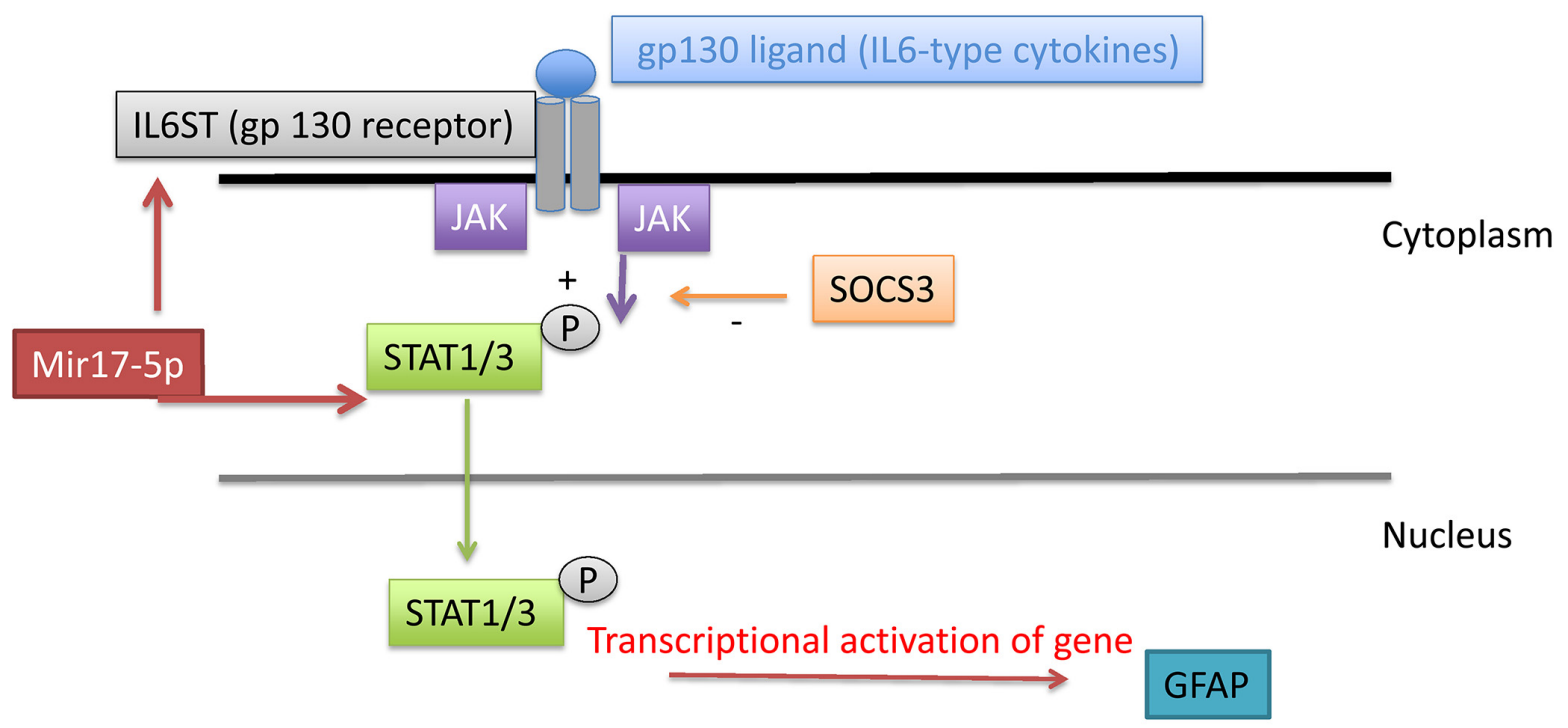
Schematic representation of the modulation of the IL6ST/STAT3/GFAP system in our model. Binding of IL-6-type cytokines to gp130 induces gp130 dimerization, and subsequent intracellular signaling cascades leading to STAT1/3 phosphorylation by JAKS. After dimerization and translocation to the nucleus, STAT1/3 act as a transcriptional factor for multiple genes including GFAP. SOCS3 may act as an inhibitor of STAT3-induced regulation of GFAP via inhibition of STAT1/3 phosphorylation. Mir17-5p is a potential regulator of the system by modulating the expression of IL6ST and STAT3.

How the deposited data were processed for this re-analysis (not part of the article)

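The lumbar L6S1 spinal cord of 4 stressed and 4 control rats was measured on Agilent rat gene expression arrays, 1 array per rat. Stress consisted of 1 h sessions on 10 days, and tissue was collected on day 11. The authors' files hold the output of Agilent Feature Extraction 10.7.3.1 for each spot of each array, and a table of values for all arrays. According to the file headers, the intensity values that the authors deposited were background-subtracted and detrended within each array by this software, with small values replaced by a surrogate. The values of the table are the same signal rounded. No normalization between arrays was found in either. Probe positions are those of the files, on the rn4 assembly. No genome was read, so exons and UTRs were not analysed.

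The files hold 4259 control spots, which were left out, and 58717 other spots. Of the 30367 probes, 13137 have 1 spot, 15840 have 2 spots and 1390 have 10 spots. Spots marked as outliers by the scanner software were set to missing, and 10 probes that were then missing on an array were not tested. The log2 processed signal was scaled by subtracting the 75th percentile of each array, and the spots of a probe were averaged. A probe was tested when it was well above background on at least 4 of the 8 arrays, without regard to group, which left 23677 probes and 13393 gene symbols. A probe counted as well above background on an array when at least 0.5 of its spots were.

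Stressed and control rats were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with data.table 1.17.8, with no covariate. P values are two-sided and were adjusted by the Benjamini-Hochberg method over all tested probes, with thresholds of 0.1 and 0.05. Single values were compared with an exact permutation test over all 70 labelled choices of 4 of the 8 arrays. Unique genes are the distinct gene symbols in the file, with clone, transcript and locus identifiers left out. The fit was tested on simulated data before use. With 200 of 23677 probes changed by 1 log2 unit, 145 (72.5%) were recovered at FDR below 0.05 with 8 false calls, and with changes of 0.5 none was recovered. The simulated probes varied independently, without variation shared by many probes. As arrays give no counts, the number of arrays and the signal over background limit the precision.

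The genes named in the text were set by a rule. It covers the genes the paper names in its text, Table 1, Table 2 or Table 5, and the 5 gene symbols with the largest rise and the 5 with the largest fall at FDR below 0.05 whose groups do not overlap. The probe with the highest mean stands for a gene the paper names, and other probes are given where they differ. Zfp37 and the clock genes fall partly outside the genes this rule reports in full and were named after their values were seen. The 10 lists of marker genes, for astrocytes, microglia, oligodendrocytes, neurons, motor neurons, red blood cells, meninges and fibroblasts, endothelial cells, glucocorticoid-responsive genes and immediate early genes, were tested with camera at a preset correlation of 0.01, and again with fry and with an estimated correlation. The arrays were clustered by average linkage on 1 minus the Pearson correlation.

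The comparison, the rule for genes, the marker lists and the alternatives were set before the data were examined. The alternatives were a normexp background correction with an offset of 50, quantile normalization, a curve through rank-invariant probes, the authors' table of values, no filter on dim probes, a filter on all 8 arrays, a variance trend with robust estimation, an unmoderated test, array weights, replicate number as a block, permuted labels for the false discovery rate, 1 probe per gene symbol and leaving out each array in turn. A further 3 were chosen after seeing the data: the 5′ minus 3′ difference of each array as a covariate, removal of each array's trend with probe GC content, and a test of each spot. The 5′ minus 3′ difference is the median, over 1783 transcripts with probes at least 300 bases apart, of the log2 signal of the 5′ probe minus that of the 3′ probe, centred over the arrays. All 35 distinct splits of the arrays into 4 and 4 were fitted in the same way.

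The miRNA arrays, quantitative RT-PCR, in situ hybridization and visceromotor responses were not analysed here. The network and pathway software of the paper was not run.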

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

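The removal of the GC trend, the covariate tests of Sept7, Cdh19, Pdia4 and Slc35a5, and the test of called probes at both ends of a transcript were chosen only after the data or the result were seen.

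Control replicate 2 lies far from the other control rats on the first principal component. Its gap to the nearest control rat is 0.835 of the range of the 4 control rats. A further 2 values lie as far out in a group of 4, Mapk14 in control replicate 2 (0.888) and Med15 in stressed replicate 1 (0.885). Chance gives about 1 in 20 such groups, or 2.8 of the 56 groups tested, and 3 were found, so their number is near the chance level. For control replicate 2 the brightness of the array and the GC content of its probes are argued against as the whole cause. With 0 set at control replicates 1, 3 and 4 and 1 at the stressed rats, this array lies at 1.28 on the first component, at 1.24 after quantile normalization and at 1.22 after the GC trend was removed. With normexp background correction and its offset of 50 it lies at 0.54, so the distance depends on that setting. A difference in how far the labelled RNA covers its transcripts stays open, since the 5′ minus 3′ difference of this array was 0.23 and that of the other control rats between -0.31 and -0.18. A mislabelled stressed rat also stays open. Over the 2000 probes with the smallest p between the other control rats and 3 of the stressed rats, control replicate 2 lay nearer the controls at 8.58% of probes (median of 4 choices, range 7.00% to 8.90%). Held-out stressed rats did so at 0.80% to 10.05%. Over the 885 probes called with this array among the controls, its median position was 0.30, but those calls needed it to lie near the controls. A difference between control rats of another kind was not tested. For Mapk14 and Med15 no explanation was tested.

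Among the gene symbols, Sept7, Cdh19, Pdia4 and Slc35a5 had the largest rises at FDR below 0.05 apart from genes the paper names. Transcripts with no symbol were left out of this ranking. The paper does not report on these 4 genes. Sept7, Pdia4 and Slc35a5 had log2 fold changes of 1.78, 1.29 and 1.25, and by the rule that chose them all 4 stressed rats lay above all 4 control rats. As calls at 5′ probes tended to be higher in stressed rats, coverage of the labelled RNA may contribute to them. With the 5′ minus 3′ difference as a covariate, the rise was 1.20 for Sept7 (standard error 0.14, adjusted p = 0.0388 from limma), 1.03 for Slc35a5 (standard error 0.19, 0.0476) and 1.24 for Pdia4 (standard error 0.24, 0.0509). Each kept over 0.5 of its size by more than its standard error, a criterion set after the values were seen. Pdia4 was then just short of FDR 0.05 and met neither of the outcomes written down for it. These fits do not decide whether coverage is the whole cause. They rest mainly on control replicate 2, the only control array with a 5′ minus 3′ difference like that of the stressed rats. The rule that chose the genes had already placed this array below all stressed rats. Over all settings the adjusted p lay between 0.000642 and 0.207 for Sept7, between 0.000999 and 0.207 for Slc35a5 and between 0.00107 and 0.207 for Pdia4. Cdh19 was well above background in 0 control rats, so its fitted difference of 1.78 is against the background level. It was 1.29 with the covariate and 0.33 with normexp background correction, over adjusted p values from 0.000767 to 0.679. For this gene coverage, background correction and stress cannot be told apart, as the control arrays hold no signal to compare. The row of the slide, with 0 control arrays in the row of the stressed rats, cannot be told apart from stress for any of the 4 genes. An effect of WA stress stays among the open explanations.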

How the results depend on the processing

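The 5′ minus 3′ covariate, the removal of the GC trend and the test of each spot were chosen after seeing the data. The counts are compared with those of the setting described first, at FDR below 0.1 (885 probes, 655 higher, 230 lower, 571 symbols) and 0.05 (113, 102, 11 and 63).

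With normexp background correction the 4 counts fell to 215, 190, 25 and 131 at FDR below 0.1 and to 39, 38, 1 and 18 at 0.05, and 213 of the 885 probes remained. Quantile normalization gave 642 lower probes and 867 symbols at 0.1, and 206 probes, 71 lower and 125 symbols at 0.05. Rank-invariant normalization gave 521 lower probes at 0.1, and 198 probes, 49 lower and 115 symbols at 0.05. Under these normalizations the share of higher calls at 0.1 fell from 74.0% to 48.9% and 57.8%. Without a filter on dim probes there were 3010 probes, 2564 higher, 446 lower and 1796 symbols at 0.1, and 13, 13, 0 and 4 at 0.05 (limma, 7176 at an unadjusted p below 0.05). A filter on all 8 arrays gave 237, 201, 36 and 140 at 0.05. A variance trend with robust estimation gave 441 lower probes at 0.1, and 353, 265, 88 and 229 at 0.05. The unmoderated test gave 501 lower probes at 0.1, and 312, 168, 144 and 220 at 0.05. Array weights gave 11983, 8308, 3675 and 7330 at 0.1 and 9639, 7006, 2633 and 6000 at 0.05. A false discovery rate from permuted labels gave 4761, 3198, 1563 and 3014 at 0.1 and 2013, 1403, 610 and 1326 at 0.05. With 1 probe per gene symbol, 13393 probes were tested, and 429 passed at 0.1 (284 higher, 145 lower) and 0 at 0.05 (limma, 2642 at an unadjusted p below 0.05). The other counts under these settings, and all counts from the authors' table of values, stayed within 1.5 times. With replicate number as a block, limma called 0 probes at both thresholds and 4292 passed at an unadjusted p below 0.05. The replicate numbers do not pair the rats, since the correlation of deviations within a number was 0.10, 0.12, -0.09 and 0.31. All arrays share 1 slide, the column on the slide equals the replicate number and the row equals the group, so no other block could be fitted. Apart from the smaller number of probes tested with 1 probe per symbol, the cause was not tested.

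The covariate gave 2351 probes, 1150 higher, 1201 lower and 1608 symbols at 0.1, and 611, 353, 258 and 413 at 0.05, and 572 of the 885 probes remained. Removal of the GC trend gave 380 lower probes at 0.1. The test of each spot gave 1854 spots, 1200 higher and 654 lower at 0.1, and 202, 177 and 25 at 0.05, over 46205 spots.

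With each array left out in turn, the counts ranged from 0 to 10038 probes, 0 to 7221 higher, 0 to 2817 lower and 0 to 6246 symbols at 0.1, and from 0 to 7655, 0 to 5859, 0 to 1796 and 0 to 4803 at 0.05. Every highest value was that without control replicate 2. The count was 0 (limma) without control replicate 3, stressed replicate 1 or stressed replicate 2, where 3003, 3421 and 3467 probes passed at an unadjusted p below 0.05.

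Of the genes of Table 1 and Table 2, 12 passed FDR 0.1 and 3 passed 0.05. At 0.1 the count was 7 with normexp, 38 with array weights, 0 with the block, 19 with the covariate and 19 with the GC trend removed. At 0.05 it was 8 with quantile normalization, 8 with rank-invariant normalization, 1 without a filter, 7 with the filter on all arrays, 10 with the variance trend, 31 with array weights, 0 with the block, 9 with the covariate and 8 with the GC trend removed. With each array left out it ranged from 0 to 31 at 0.1 and from 0 to 25 at 0.05.

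The clustering of control replicate 2 with the 4 stressed rats was the same in every setting tried. No marker list passed FDR 0.05 under the main setting. Rank-invariant normalization called the astrocyte list (median 0.25) and the oligodendrocyte list (0.27). Leaving out an array called the red blood cell list (-0.32 without stressed replicate 3) and the meninges and fibroblast list (-0.66 without control replicate 4, -0.53 without stressed replicate 3). Their medians with each array left out ranged from -0.32 to 0.026 and from -0.66 to -0.073.

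For the 22 genes named, 203 values under the settings other than leaving out an array kept their direction and side of the threshold, 21 newly passed FDR 0.05 and 37 no longer did. With an array left out these numbers were 92, 6 and 77. Gfap reversed to -0.13 with the covariate. Mapk14, at -0.004, reversed to 0.10 with array weights and to 0.11 without control replicate 2, in a range from -0.053 to 0.11 with each array left out. None of these reversed values passed FDR 0.05. A change of sign was not counted where both values lay within 1 standard error of 0. Low signal limits Gdf15, Hgf and Gh1, which were well above background on 3, 0 and 1 arrays.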

Differences from the paper's values

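At FDR below 0.1 the paper gives 256 unique genes, and 571 gene symbols were found here. At FDR below 0.05 the paper gives 70 genes and 113 probes were found here, and the paper gives 30 unique genes where 63 symbols were found. None of the 20 alternatives set before the data were examined comes within the margin for any of these 3 values, and neither does any of the 3 settings chosen after seeing the data. The paper's count of 701 at FDR below 0.1 and the 885 probes found here lie within 1.5 times of each other. Of the 20 alternatives only the authors' table of values, which gives the same 885, also does, and the other 19 do not. The removal of the GC trend, chosen after seeing the values, gives 1028, which is within 1.5 times.

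Of the unique genes at FDR below 0.05, about 59% are higher in stressed rats in Fig 2, read by eye, and 88.9% of the symbols were higher here. Quantile normalization (56.8%), rank-invariant normalization (67.8%), the filter on all 8 arrays (82.1%), the variance trend (68.6%), the unmoderated test (46.4%), array weights (70.3%), permuted labels for the false discovery rate (63.7%) and leaving out control replicate 2 (74.0%) come within 1.5 times of the paper's value. Normexp background correction (94.4%), the authors' table of values (88.9%) and no filter on dim probes (100%) do not, and the other alternatives set before the data were examined left no symbols at this threshold. The 5′ minus 3′ covariate, chosen after seeing the values, gives 49.6%, and the test of each spot, also chosen after seeing the values, gives 80.4%, both within 1.5 times. The removal of the GC trend, chosen likewise, gives 91.0%, which is not.

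The paper places IL6ST, IKBKE and DNAJC21 in its list at FDR below 0.05. The adjusted p here was 0.144 for Il6st, 0.190 for Ikbke and 0.0581 for Dnajc21. Array weights call all 3 (0.0228, 0.0445 and 0.000662). A false discovery rate from permuted labels calls Il6st and Dnajc21, which rank 1729 and 176 among the 2013 probes that pass. Dnajc21 is also called with quantile normalization (0.0435), rank-invariant normalization (0.0395), the filter on all 8 arrays (0.0481), the variance trend (0.0318) and without control replicate 2 (0.000599), and with the covariate (0.0388) and the GC trend removed (0.0463), both chosen after seeing the values. In the test of each spot, chosen after seeing the values, 1 of 7 spots of Dnajc21 (0.0471) and 1 of 2 spots of Mmp11 (0.0495) pass. The paper states that IL6ST belongs to the IL-6, PI3K/AKT and acute phase response pathways, and the PI3K/AKT row of its Table 2 names GDF15 and IKBKE. The pathways the paper built on that list also name CDKN2B, GDF15 and MMP11. Cdkn2b (0.106) and Mmp11 (0.0656) did not pass FDR 0.05 here and are called with array weights, without control replicate 2 and with permuted labels. With normexp background correction the adjusted p was 0.936 for Cdkn2b and 0.951 for Mmp11. Gdf15 was too dim to be tested. Without a filter its adjusted p was 0.0894.

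By quantitative RT-PCR the paper reports higher IL6ST and lower GFAP in stressed rats. On the arrays, Il6st had a log2 fold change of -0.42, and it was negative in all 21 fits. Gfap had 0.81 (standard error 0.43, adjusted p = 0.322), which is not past the threshold. Without control replicate 2 it was 1.20 (adjusted p = 0.0234), and with the covariate, chosen after seeing the values, it was -0.13 (0.842), over a range of adjusted p from 0.00842 to 0.842. For IKBKE the paper reports a trend to higher expression, and the arrays gave -0.31. The direction was the same for STAT3, reported as lower, and for Hmgb1, reported with a trend to higher expression that was not significant. The arrays gave -0.24 for Stat3 and 0.70 for Hmgb1, neither past FDR 0.05 in the setting described first.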

Other observations

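The tests of the 5′ to 3′ coverage of the labelled RNA, of the splits with the 5′ minus 3′ covariate and of the clock genes were chosen only after the result was seen.

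Chance cannot be excluded for the number of probes called. Of the 35 splits of the 8 arrays into 4 and 4, 2 gave as many probes as the real split at FDR below 0.1, the real one included, and 2 at FDR below 0.05. The other split exchanges control replicate 2 and stressed replicate 4 and gave 7248 and 3844 probes. This split follows no batch that the files name. With the 5′ minus 3′ difference as a covariate, only the real split, 1 of 35, reached its 2351 probes at FDR below 0.1. This does not exclude chance, since the 4 arrays with the lowest difference are 1 side of the other split, so that the covariate removes it by construction. The row of the slide cannot be told apart from stress in any of these counts, since 0 control arrays lie in the row of the stressed rats.

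Called probes follow the end of the transcript. Among 1783 transcripts with probes at least 300 bases apart, probes higher in stressed rats were called only at the 5′ probe in 62 and only at the 3′ probe in 34. Lower probes were called only at the 5′ probe in 4 and only at the 3′ probe in 25 (Fisher's exact test, p = 1.31e-06). This is in line with a difference in how far the labelled RNA covers its transcripts, such as one from RNA integrity or labelling, which the design does not separate from stress. With the 5′ minus 3′ difference as a covariate, 572 of the 885 probes were still called. This does not decide whether coverage is the whole cause of the difference between stressed and control arrays. Control replicate 2 is the only control array with a 5′ minus 3′ difference like that of the stressed rats. The 885 calls already needed it to lie near the other control rats. The difference itself did not part the groups (exact permutation test, p = 0.143), as control replicate 2 lies with the stressed rats. Of 6 measures of the arrays, the signal of the negative control spots was 26.0 ± 1.66 (SD, n = 4) in control rats and 30.7 ± 1.65 (SD, n = 4) in stressed rats (exact permutation test, p = 0.0286, 0.171 adjusted over the 6 measures). An effect of stress and the row of the slide both stay open for these patterns.

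Under the setting described first, none of the 10 marker lists passed FDR 0.05 with camera, fry or an estimated correlation. Rank-invariant normalization called the astrocyte and oligodendrocyte lists with camera, and leaving out an array called the red blood cell and the meninges and fibroblast lists. The median log2 fold change was 0.23 for astrocytes (11 genes tested, adjusted p = 0.294), -0.02 for microglia (11 genes, 0.558), 0.27 for oligodendrocytes (11 genes, 0.252) and -0.04 for neurons (10 genes, 0.659). It was -0.19 for motor neurons (5 genes, 0.505), -0.11 for red blood cells (5 genes, 0.505), -0.35 for meninges and fibroblasts (8 genes, 0.252) and 0.11 for endothelial cells (8 genes, 0.558). It was 0.04 for glucocorticoid-responsive genes (14 genes, 0.558) and -0.006 for immediate early genes (11 genes, 0.935). The mean had the other sign for neurons (0.03) and immediate early genes (0.12), where camera gave down and up. The meninges and fibroblast list had a mean log2 signal between -0.67 and 1.04 in control rats and between -0.75 and 0.51 in stressed rats, centred over the arrays. With the 5′ minus 3′ covariate, chosen after seeing the data, the median was -0.027 for astrocytes (adjusted p = 0.994) and -0.027 for oligodendrocytes (0.506). It was then -0.12 for meninges and fibroblasts (0.994), -0.060 for endothelial cells (0.935), -0.32 for red blood cells (0.506), -0.18 for microglia (0.506), 0.056 for neurons (0.566), -0.13 for motor neurons (0.566), 0.10 for glucocorticoid-responsive genes (0.506) and 0.12 for immediate early genes (0.506). Coverage of the labelled RNA stays open for all 10 lists.

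A shift of the circadian clock may underlie the fall of Dbp. The pattern was noticed on 7 clock genes, with Dbp, Tef and Per2 lower and genes of the Bmal1 limb higher. Of 7 clock genes not looked at before, 3 changed in the predicted direction, and 6 did so with the 5′ minus 3′ difference as a covariate, so the test does not decide. Tests over all clock genes are not given, as they include the genes on which the pattern was noticed. The time of day of collection was not analysed here.

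Of the other genes that the paper measured by quantitative RT-PCR or discusses, Stat3 had a log2 fold change of -0.24 on the arrays (standard error 0.07, adjusted p = 0.136 from limma, lower in all 4 stressed rats than in all control rats). It passed FDR 0.05 in 2 of the 21 fits and with permuted labels. Socs3 had 0.35 (standard error 0.18, adjusted p = 0.312), and 0.46 with array weights (0.0322) and 0.046 with the 5′ minus 3′ covariate, chosen after seeing the data (0.910), the ends of its range of adjusted p. Mapk14 had -0.004 (standard error 0.12, adjusted p = 0.988). With array weights Mapk14 was at 0.10 and without control replicate 2 at 0.11, and with the 5′ minus 3′ covariate, chosen after seeing the data, at -0.25 (standard error 0.07, adjusted p = 0.0994), over a range of adjusted p from 0.0994 to 0.988.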
